# Exosomal microRNAs in giant panda (*Ailuropoda melanoleuca*) breast milk: potential maternal regulators for the development of newborn cubs

**DOI:** 10.1038/s41598-017-03707-8

**Published:** 2017-06-14

**Authors:** Jideng Ma, Chengdong Wang, Keren Long, Hemin Zhang, Jinwei Zhang, Long Jin, Qianzi Tang, Anan Jiang, Xun Wang, Shilin Tian, Li Chen, Dafang He, Desheng Li, Shan Huang, Zhi Jiang, Mingzhou Li

## Abstract

The physiological role of miRNAs is widely understood to include fine-tuning the post-transcriptional regulation of a wide array of biological processes. Extensive studies have indicated that exosomal miRNAs in the bodily fluids of various organisms can be transferred between living cells for the delivery of gene silencing signals. Here, we illustrated the expression characteristics of exosomal miRNAs in giant panda breast milk during distinct lactation periods and highlighted the enrichment of immune- and development-related endogenous miRNAs in colostral and mature giant panda milk. These miRNAs are stable, even under certain harsh conditions, via the protection of extracellular vesicles. These findings indicate that breast milk may facilitate the dietary intake of maternal miRNAs by infants for the regulation of postnatal development. We also detected exogenous plant miRNAs from the primary food source of the giant panda (bamboo) in the exosomes of giant panda breast milk that were associated with regulatory roles in basic metabolism and neuron development. This result suggested that dietary plant miRNAs are absorbed by host cells and subsequently secreted into bodily fluids as potential cross-kingdom regulators. In conclusion, exosomal miRNAs in giant panda breast milk may be crucial maternal regulators for the development of intrinsic ‘slink’ newborn cubs.

## Introduction

The giant panda (*Ailuropoda melanoleuca*) is a rare and endangered mammal and a well-known and iconic conservation species inhabiting the bamboo forests of China^1^. The giant panda has evolved several unusual biological and behavioral traits, including a famously restricted diet primarily comprising bamboo, an extremely low fecundity rate, and an enlarged radial sesamoid that functions as a thumb^2^. Giant pandas not only have the smallest neonate-maternal weight ratio (1/900) among eutherian mammals (Fig. 1A) but also exhibit the longest gestation. The adult giant panda has a body length of 120–150 cm and weighs 75–160 kg, whereas the newborn cub is extremely altricial with a body length of approximately 15 cm and a weight of 90–130 g^3^. The average daily weight gain of the giant panda within the first four months reaches about 70 g^4^. Taken together, the small neonate-maternal weight ratio and high growth rate of the newborn cubs indicates a large requirement of nutrition at the early postnatal stage that is primarily provided by the breast milk^5^.

**Figure 1:**
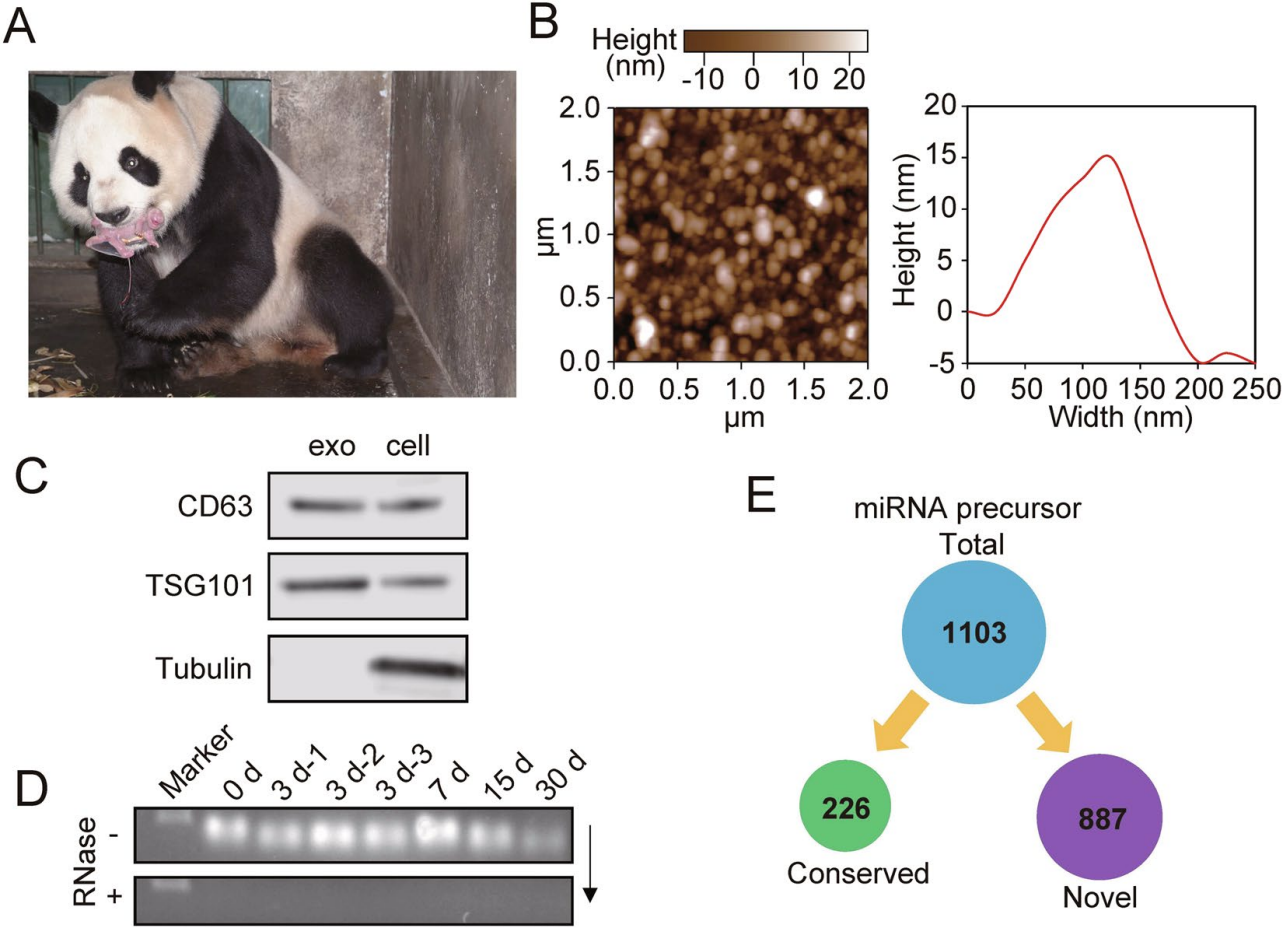
Identification of exosome miRNA in Giant Panda breast milk. (**A**) Visualization of the small neonate-maternal weight ratio of the giant panda. This image was taken by Chengdong Wang. (**B**) The particle size distribution of the milk exosomes detected using AFM. (**C**) Western blot analysis showing the enrichment of CD63 and TSG101, and the absence of Tubulin in exosomes (exo), when compared to the cellular fraction lysate of the breast milk (cell). (**D**) Total RNA was extracted from milk exosomes, and Marker represents the 100 nt marker band. The black arrow indicates the direction of electrophoresis. (**E**) Classification of giant panda miRNA precursors identified in the present study.

Breast milk is the ideal source of nutrition for mammalian infants^6^ and contains a balance of nutrients that meets the infant requirements for brain development and growth, providing significant health benefits compared to formula^7^. These benefits include a decreased risk of diseases such as meningitis, respiratory infections, sudden infant death syndrome, diabetes, cancer and obesity. The mechanisms underlying these beneficial effects are poorly characterized but may be influenced through macromolecules, including growth factors, antibodies, and small nucleic acids^8, 9^.

MicroRNAs (miRNAs), a family of small non-coding RNAs 20–24 nucleotides (nt) in length, are evolutionarily conserved mediators of post-transcriptional gene regulation in eukaryotes [10]. They are ubiquitously expressed in mammalian solid tissues^10, 11^, and recently, extracellular miRNAs have been isolated from various bodily fluids (serum, saliva, urine and breast milk)^12–15^ and associated with various pathological conditions^16^. These circulating miRNAs are primarily delivered by exosomes, which are membranous vesicles released by various cell types through exocytosis^17^. Recent reports indicates that exosome-loaded miRNAs are highly enriched in breast milk of humans^8, 18^, cows^19^, pigs^20^, and exhibited a high stability to harsh conditions, like high temperature and low pH. These results also indicate that small RNAs transferred by exosomes in breast milk play an important role in the postnatal development of infants. Unfortunately, to date, the miRNA species of the giant panda have not been identified, and the potential functions of breast milk-derived exosomal miRNAs of the giant panda remain unknown.

Thus, we hypothesize that exosomal miRNAs are enriched in giant panda breast milk and modulate the physiology, immunity, and feeding behavior of newborn cubs. To test this hypothesis, we measured the miRNA expression profiles in giant panda milk exosomes across five lactation stages (0, 3, 7, 15 and 30 days after delivery, hereafter referred to as 0 d, 3 d, 7 d, 15 d and 30 d, respectively).

## Results and Discussion

### Identification of endogenous exosomal miRNAs in giant panda breast milk

Exosomes were isolated from giant panda breast milk by ultracentrifugation and were investigated using atomic force microscope (AFM) at the nanometer scale. The results are indicative of that giant panda breast milk contains a large number of round or oval membrane vesicles, which had an approximate width of 130 nm and a height of 15 nm (Fig. 1B); they exhibited classic morphological ultrastructure similar to the exosomes derived from human saliva, urine and *in vitro* cells^21–25^. According to the recommendation of the International Society for Extracellular Vesicles (ISEV)^26^, the identity of milk-derived exosomes were also confirmed by Western blot analysis, which showing expected selective enrichment of exosomal protein markers CD63 and TSG101, and the absence of Tubulin in exosomes compared to the cellular fraction lysate of the breast milk (Fig. 1C). We also observed that the milk exosomes contained a considerable number of RNA sequences shorter than 100 nt in length (Fig. 1D and Supplementary Fig. S1), confirming the enrichment of miRNA-loaded exosomes in the breast milk of the giant panda.

We then used small RNA-seq to reveal the miRNA species and abundance in seven small RNA libraries isolated from the exosomes of five lactation periods. 

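Small RNA of milk exosomes was sequenced in 7 libraries from 5 lactation stages. According to the paper, 3 females were sampled over these stages. The 3 libraries of 3 d each came from 1 animal, whereas each library of 0, 7, 15 and 30 d held pooled RNA of 3 animals, so that 3 d alone has replicates. For 1194 unique mature miRNAs the authors deposited expected counts of reads and the same counts as RPM, which scales them to the mapped reads of the library. Between 3.43% and 5.36% of the values of a library were fractions, and the paper's text does not describe how reads that match several miRNAs were divided. The counts summed to 270848 at 0 d, to 272123, 236156 and 511892 in libraries 1, 2 and 3 of 3 d, to 1065818 at 7 d, to 869789 at 15 d and to 1125491 at 30 d. The paper gives depth as raw reads, while the values here rest on the counts of the listed miRNAs. In the same order, the listed miRNAs made up 50.5%, 55.1%, 45.9%, 41.8%, 53.1%, 77.9% and 76.5% of the reads by which the authors divided (95% Wilson intervals of at most ± 0.139 percentage points). RPM is therefore relative to a total that held a smaller part of other reads in mature milk (15 and 30 d) than in colostrum (0, 3 and 7 d). Values at 3 d are the mean RPM of its 3 libraries. For tests the counts were rounded to whole numbers, scaled with TMM factors and compared with edgeR. A miRNA without a read in a library may have been missed at up to 3 counts, or 1.49 to 6.07 RPM. Intervals and this limit cover counting error only.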

Each small RNA library generated ~9.50 million (M) (9.50 ± 1.31 M, *n* = 7) raw reads, resulting in more than 66.47 M raw reads for seven libraries. 

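Sequences of 22 nt carried 72.0% of all counts of the listed miRNAs. By library, their share was 68.8% at 0 d, 77.9%, 74.7% and 69.4% in libraries 1, 2 and 3 of 3 d, 70.1% at 7 d, 73.5% at 15 d and 72.4% at 30 d (95% Wilson intervals of at most ± 0.175 percentage points). Conserved miRNAs had a median length of 22 nt and lineage-specific miRNAs of 19 nt. Among the reads of lineage-specific miRNAs, 4.38% came from sequences of 22 nt. Lengths are those of the consensus sequence of each miRNA, not of single reads.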

On average, 65% (65.55 ± 11.94%, *n* = 7) of the raw reads in each library passed the quality filter and were defined as reliable miRNA candidates (Supplementary Fig. S2A), consistent with the canonical size range of mammalian miRNAs (Supplementary Fig. S2B), confirming the presence of miRNAs in the exosomes of giant panda milk. After mapping to the giant panda genome (*Ailuropoda melanoleuca*, AilMel1.0) and the known miRNA precursors (pre-miRNAs) of 24 mammals deposited in miRBase 21.0, a total of 1,103 pre-miRNAs encoding 1,236 mature miRNAs were identified in the seven libraries, including 320 conserved and 916 novel miRNAs (lineage specific) (Fig. 1E and Supplementary Table S1). 

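Conserved miRNAs made up nearly all miRNA reads of the exosomes, although most of the distinct sequences were lineage-specific. Of the 1194 unique miRNAs, 282 were conserved and 912 (76.4%) lineage-specific. The conserved miRNAs held 98.8% of the 4352116 counts and the lineage-specific miRNAs 1.25%. In single libraries the conserved share ran from 98.0% in library 1 of 3 d to 99.2% in library 3 of 3 d (95% Wilson intervals of at most ± 0.0524 percentage points). All 7 libraries held reads of 195 conserved and 53 lineage-specific miRNAs. Conversely, 477 lineage-specific and 3 conserved miRNAs were read in 1 library alone, and 430 lineage-specific miRNAs had at most 5 reads in all. The lineage-specific miRNAs with the highest mean over the 7 libraries were CGCCGCCGCGGCGGTCGGC (1514 RPM), TGGACGCGAGCCGGGCCC (677 RPM) and GGTCGGTCGGGCTGGGGC (387 RPM). The last mean rests mainly on the 0 d library, with 2571 RPM against at most 46.5 in any other colostrum library.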

There were distinct pre-miRNAs encoding identical mature miRNAs, resulting in 1,236 mature miRNAs corresponding to 1,191 unique miRNA sequences (Supplementary Table S2). 

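The let-7a-5p sequence is an example, with precursors on 3 scaffolds in the paper's Table S1: GL195419.1 (4384 to 4483, plus strand), GL192378.1 (2557484 to 2557622, minus strand) and GL192962.1 (696554 to 696648, minus strand). The heading of that table names a pig assembly, although its scaffold names are those of the giant panda genome. Reads of such sequences cannot be assigned to a precursor and were counted once. The number of unique miRNAs with at least 1 read was 549 at 0 d, 612 at 7 d, 576 at 15 d and 612 at 30 d. The 3 libraries of 3 d together held 798, of which 278 were conserved and 520 lineage-specific. Thinned to 236156 reads per library, 0 d held 540.15 miRNAs on average over 20 draws, 7 d 469.9, 15 d 433.8 and 30 d 444.25, while a single library of 3 d held 457 to 534.1.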

The highly correlated biological replicates had similar frequency distributions for global miRNA expression (mean Pearson’s *r* = 0.84) (Supplementary Fig. S2C), suggesting the experimental reliability of the small RNA-sequencing data obtained in the present study. In addition, the clone sequencing and qRT-PCR analysis of 14 randomly selected miRNAs further confirmed the small RNA-seq results (Supplementary Fig. S3).

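Pearson's r of log2(RPM + 1) over the 1194 unique miRNAs was 0.793 between libraries 1 and 2 of 3 d, 0.833 between libraries 1 and 3 and 0.882 between libraries 2 and 3, with a mean of 0.836. This is a correlation across miRNAs, which are not independent replicates. For conserved miRNAs the mean was 0.878. For miRNAs read in all 3 libraries it was 0.899. Over all miRNAs the mean of Spearman's rho was 0.640, and with a pseudocount of 0.1 the mean of r was 0.734. The paper's Fig. S2C names its 3 replicate libraries after 0 d, whereas Fig. S2B and the sample descriptions place them at 3 d, as was done here. Differences between animals and between library preparations cannot be parted in these 3 libraries.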

### Development- and immune-related miRNAs were enriched in giant panda breast milk

To investigate the potential function of endogenous exosomal miRNAs, their global expression patterns were analyzed via hierarchical clustering. The miRNA expression profiles showed an obvious lactation-specific pattern. 

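Across all 1194 unique miRNAs, mature milk at 15 d and 30 d was most alike, with a Spearman correlation of 0.839. Milk of 7 d came next, at 0.754 with 15 d and 0.767 with 30 d. Every pair with 0 d or 3 d lay between 0.465 and 0.544, and 0 d and 3 d themselves gave the lowest value. Average linkage on these correlations placed 0 d apart from the other 4 stages. The mean correlation among 0, 3 and 7 d and between 15 and 30 d was 0.592, against 0.611 for pairs of a colostrum with a mature milk stage, a difference of -0.0193. The 282 conserved miRNAs correlated at 0.831 to 0.964, which placed 3 d apart and gave a difference of 0.00909. Over the 248 miRNAs read in every library, 0 d and 3 d stood apart from 7, 15 and 30 d, with a difference of 0.0138. Without library 2 of 3 d the difference over all miRNAs was -0.0110 and 0 d still stood apart, and without library 3 it was -0.00906 and 3 d stood apart.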

Two major branches were defined: one representing 0, 3 and 7 days and one representing 15 and 30 days (Fig. 2A). This clustering pattern corresponded to the intrinsic differences of biochemical (e.g. vitamin, sugar, sodium and creatinine) and bioactive components (e.g. Immunoglobulin, interleukin and chemokine) between the giant panda colostrum (0 to 7 days after delivery) and mature milk (8 days after delivery)^27^, implying similar regulatory roles of exosomal miRNAs as potential functional ingredients in giant panda milk. Notably, we observed that the majority of abundant miRNAs were from a few miRNA species. 

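At every stage a few miRNAs held most of the reads. The share of the 10 most abundant miRNAs in the RPM of all miRNAs was 63.2% at 0 d (95% Wilson interval 63.0 to 63.4%), 58.1% ± 4.39 at 3 d (SD, n = 3), 58.4% at 7 d (58.4 to 58.5%), 69.1% at 15 d (69.0 to 69.2%) and 63.7% at 30 d (63.6 to 63.8%). Libraries 1, 2 and 3 of 3 d alone gave 63.3%, 55.1% and 56.5%, so that the stages of colostrum differed by no more than these replicates. Mature milk lay above all colostrum libraries at 15 d, and at 30 d only slightly (63.7% against 63.3% in library 1 of 3 d). At 0 d and 7 d let-7b-5p came first, with 12.1% and 11.4% of the RPM. It also led the mean of 3 d, by 10.7% to 10.5% of miR-92a-3p, but only through library 3 (15.6%), since miR-92a-3p came first in libraries 1 (13.4%) and 2 (6.99%). In mature milk miR-148a-3p came first, with 16.1% at 15 d and 13.1% at 30 d. For these top shares of single libraries the intervals were at most ± 0.128 percentage points.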

As shown in Fig. 2B, the top 10 unique miRNAs with the highest expression levels accounted for more than 57.29% (57.29% to 69.08%) of the total read counts of all miRNAs for each library. The unified set of the top 10 unique miRNAs over the five lactation stages corresponded to 14 unique miRNAs, including six members of the let-7 family (i.e., ame-let-7a-1/-2/-3-5p, ame-let-7b-5p, ame-let-7c-5p, ame-let-7f-1/2-5p, ame-let-7g-5p and ame-let-7i-5p). In addition, seven of these top-ranked unique miRNAs (ame-let-7b-5p, ame-miR-92a-1/-2-3p, ame-miR-148a-3p, ame-miR-30a-5p, ame-let-7a-1/-2/-3-5p, ame-miR-181a-1/-2-5p and ame-let-7g-5p) were shared by all five lactation stages in the top 10 positions. 

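The other 8 miRNAs of the set were miR-148a-3p, miR-92a-3p, miR-30a-5p, miR-181a-5p, miR-30d-5p, miR-21-5p, miR-22-3p and miR-200a-3p. As a family, the 9 let-7 miRNAs of the list used here, which also holds miR-98-5p, made up 33.5% of the reads at 0 d, 33.4% ± 4.24 at 3 d (SD, n = 3), 28.2% at 7 d, 37.3% at 15 d and 38.6% at 30 d (95% Wilson intervals of at most ± 0.192 percentage points). The let-7b-5p RPM was 60865 at 0 d, 50930 ± 20101 at 3 d (SD, n = 3), 60641 at 7 d, 93864 at 15 d and 89855 at 30 d, whereas its share of the listed miRNAs was 12.1%, 10.7%, 11.4%, 12.0% and 11.7%. At the same stages let-7i-5p stood at 23513, 23588 ± 13244, 11181, 23418 and 23316 RPM, with shares of 4.66%, 4.96%, 2.11%, 3.00% and 3.05%. The 6 members took from 2 stages (let-7c-5p) to all 5 stages (let-7a-5p, let-7b-5p and let-7g-5p) of the top 10 lists. Members of this family have nearly identical sequences, and whether their separate values depend on how the authors divided reads was not tested.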

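Of these 7 miRNAs, miR-92a-3p moved from the second place at 0 d and 3 d to the tenth at 30 d, and miR-148a-3p from the third place at 0 d and 3 d to the first at 15 d and 30 d. The miR-181a-5p RPM was 25388 at 0 d, 16069 ± 2880 at 3 d (SD, n = 3), 14640 at 7 d, 41477 at 15 d and 29110 at 30 d, with shares of the listed miRNAs of 5.03%, 3.38%, 2.76%, 5.32% and 3.81%. For let-7g-5p it was 20640, 23633 ± 11874, 18165, 34612 and 37885 RPM at the same stages, with shares of 4.09%, 4.97%, 3.42%, 4.44% and 4.95%. With each of the 7 libraries as its own list, 5 miRNAs were shared by all lists, and without library 3 of 3 d 6 were shared by the 5 stages.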

Notably, most of the top-ranked miRNAs enriched in giant panda breast milk are also abundant in human^18^, porcine^28^ and bovine^29^ breast milk and have been associated with developmental processes and immune responses based on the annotation of the Pathway Central database (SABiosciences, MD, USA). For example, members of the let-7 family that are highly expressed in various species, including mammals, flies, worms, and plants^30^, are well-known regulators of development, cellular basal metabolism, and innate immune responses^31^. miR-148a regulates the innate response and antigen presentation of Toll-like receptor (TLR)-triggered dendritic cells by targeting CaMKIIα^32^. MiR-92a, member of the miR-17-92 cluster, negatively regulates TLR-triggered inflammatory responses in macrophages by targeting MKK4 kinase^33^. MiR-30a promotes B cell hyperactivity in patients with systemic lupus erythematosus by direct interactions with Lyn^34^. MiR-30d enhances invasion and immunosuppression during metastasis by targeting GalNAc transferases^35^. MiR-200a-3p is associated with various immunological diseases, such as Hodgkin lymphoma^36^ and oral cancers^37^. Therefore, the high abundance of the above miRNAs in the milk of panda can affect the physiology, and particularly the immune system, of the newborn cubs. 

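The 5 miRNAs named for immune functions, miR-148a-3p, miR-92a-3p, miR-30a-5p, miR-30d-5p and miR-200a-3p, together held 26.7% of the reads at 0 d, 22.4% ± 5.31 at 3 d (SD, n = 3), 31.8% at 7 d, 31.7% at 15 d and 27.4% at 30 d (95% Wilson intervals of at most ± 0.167 percentage points). The most abundant of them in mature milk, miR-148a-3p, had 37913 RPM at 0 d, 29557 ± 10383 at 3 d, 60320 at 7 d, 125639 at 15 d and 100579 at 30 d. In contrast, miR-92a-3p stood at 45889, 49915 ± 21319, 54662, 43326 and 23621 RPM, with shares of the listed miRNAs of 9.09%, 10.5%, 10.3%, 5.56% and 3.09%. The miR-30a-5p RPM was 35218, 13143 ± 2515, 24342, 45784 and 47402, with shares of the listed miRNAs of 6.98%, 2.76%, 4.58%, 5.87% and 6.20%. The RPM of miR-30d-5p was 9308, 7262 ± 961, 13620, 21007 and 24302. For miR-200a-3p the highest value was at 7 d, with 16214 RPM against 6362 at 0 d, 7661 ± 2555 at 3 d, 11349 at 15 d and 14039 at 30 d, and the shares from 0 d to 30 d were 1.26%, 1.61%, 3.05%, 1.46% and 1.84%. From the high abundance of these miRNAs and their published functions, the paper concludes that they can affect the physiology and immune system of the cubs.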

To induce an effect on the immune system of the cubs, the miRNA need to be horizontally transferred (or intestinally absorbed).

**Figure 2:**
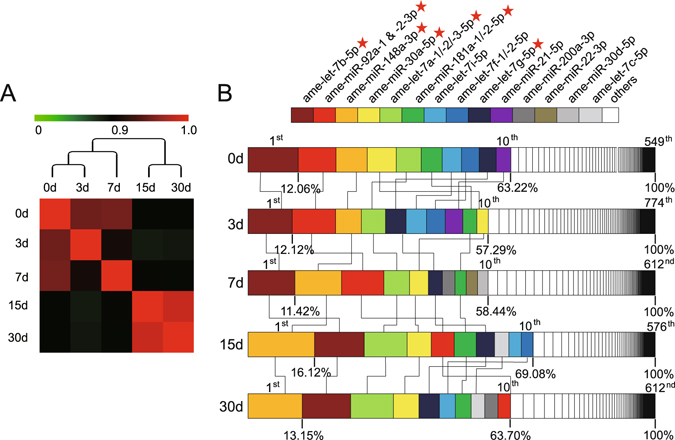
Global expression features of giant panda miRNAs. (**A**) Hierarchical clustering and heat map matrix of pairwise Spearman correlations of the counts of unique miRNAs between five lactation stages. (**B**) Top 10 unique miRNAs with the highest expression levels across five lactation stages. The seven miRNAs with the highest abundance in all five libraries are indicated with red stars.

### Distinct miRNA expression patterns during different lactation stages

To visually illustrate the expression patterns of the miRNAs during different development stages, a short time-series expression miner (STEM) analysis was performed. 

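The STEM method was rebuilt on log2(RPM + 1) relative to 0 d, with 20 model profiles and all 120 orders of the time points. Among the 1194 miRNAs, 5 model profiles held more members than expected at a Bonferroni-adjusted p under 0.05. A steady rise after delivery took 123 miRNAs, 47 of them conserved, where 34.5 were expected (adjusted p = 1.1e-31, exact binomial test). A steady fall took 62 miRNAs, 28 of them conserved, where 41.8 were expected (adjusted p = 0.0347, exact binomial test). A profile highest at 7 d took 64 miRNAs, 21 of them conserved, where 40.75 were expected (adjusted p = 0.0072, exact binomial test). A peak at 3 d with a low at 7 d and 15 d took 63 miRNAs, 34 of them conserved, where 37.0 were expected (adjusted p = 9.2e-04, exact binomial test). The largest of the 5, singled out after its size was seen, also peaked at 3 d and took 312 miRNAs, where 138.6 were expected (adjusted p = 5.6e-42, exact binomial test). Of these 312 miRNAs, 44 were conserved and 242 had no read in any pooled library. The expected numbers treat the 5 stages as interchangeable, although 3 d is the mean of 3 libraries and each other stage 1 library. The p-values of the 3 d peaks therefore cannot tell the stage from the number of libraries. Depth differed between stages too. Thinned to 236156 reads per library, the steady rise took 56.7 miRNAs and the steady fall 95.5 on average over 20 draws. The p-values of the rise and the fall therefore do not part the stage from depth. The binomial test also treats miRNAs as independent, although they vary together. The count of the steady fall was not above expectation with any single library of 3 d in place of the mean (36, 33 and 31 miRNAs, adjusted p = 1 each, exact binomial test), and that of the first 3 d peak was not with library 3 of 3 d alone (36 miRNAs, adjusted p = 1).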

The 1,194 unique miRNAs were clustered into 20 distinct expression patterns, of which 501 miRNAs were significantly over-enriched in three model profiles (Fig. 3A and Supplementary Table S3). There was a significantly larger-than-expected number of genes assigned to the model profile in the permutation runs (*P* < 0.01). The expression levels of miRNAs within a single profile are strongly correlated, whereas miRNAs belonging to different profiles generally showed no significant co-expression pattern (Fig. 3B), further confirming the results of STEM. 

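Over the 5 stages, the median Pearson's r of log2(RPM + 1) between miRNAs of the same profile in Supplementary Table S3 was 0.987 in profile 1, 0.830 in profile 2 and 0.859 in profile 3. Between profiles the median was -0.399 for profiles 1 and 2, 0.470 for profiles 1 and 3, and -0.830 for profiles 2 and 3. The members had been grouped on these same 5 values, so high correlations within a profile follow from the grouping. In profile 1, 231 of the 334 miRNAs had no read at 0, 7, 15 and 30 d, and such miRNAs correlate at 1 with each other.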

Profile 1 comprised 334 unique miRNAs, whose expression gradually increased from 0 to 3 d, peaking on day 3 and subsequently decreasing to 15 d. 

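All 334 miRNAs listed for profile 1 in Supplementary Table S3 were highest at 3 d. Conserved miRNAs numbered 60 and lineage-specific miRNAs 274, and together they held 1.72% of all reads. The conserved members included the leukocyte miRNAs miR-142-5p, miR-142-3p and miR-150-5p, the muscle miRNAs miR-1-3p and miR-133a-3p, and miR-144-3p of red blood cells. The median of a member's mean RPM at 3 d was 4.41, and 124 members had at most 5 reads. At 3 d, 234 members were read in 1 of the 3 libraries, 33 in 2 and 67 in all 3. With library 1, 2 or 3 of 3 d alone, 199, 165 or 102 of the 334 remained highest at 3 d. Of the 67 members read in all 3 libraries, 45 were conserved, between 51 and 64 remained highest with 1 library alone, and 40 lay above every pooled library in each animal, but all 67 had been grouped for a maximum at 3 d. Sequences read in no other library numbered 132 at 0 d, 110, 74 and 40 in the libraries of 3 d, and 69, 24 and 31 at 7, 15 and 30 d.

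**Figure D1:**
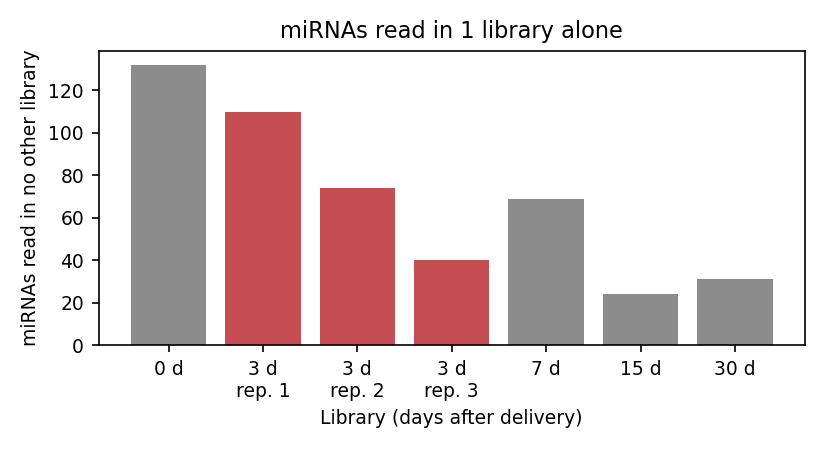
Number of unique miRNAs read in 1 library alone, for each of the 7 libraries (bars; red, the 3 libraries of 3 d from 1 animal each; grey, libraries of pooled RNA). The pooled library of 0 d holds 132, more than any library of 3 d.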

Then, it increased again to 30 d. Profiles 2 and 3 comprised 114 and 54 unique miRNAs, respectively. 

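In Supplementary Table S3, which lists 53 miRNAs for profile 3, all 114 miRNAs of profile 2 had a higher mean RPM in mature milk than in colostrum, and all 53 of profile 3 a lower one. Profile 2 held 53 conserved miRNAs, among them let-7a-5p, let-7c-5p, miR-30d-5p and miR-200b-3p, and 42.3% of all reads. Its members were highest at 7 d (16 miRNAs), 15 d (28) or 30 d (70), 18 of the 114 rose at each step, and in 83 both mature milk stages lay above all colostrum stages. Profile 3 held 19 conserved miRNAs, among them miR-141-3p, miR-221-3p, miR-222-3p and miR-451a-5p, and 1.84% of all reads. Its members were highest at 0 d (35 miRNAs), 3 d (15) or 7 d (3), 7 of the 53 fell at each step, and in 22 both mature milk stages lay below all colostrum stages. Scaled to the reads of the listed miRNAs in place of the authors' divisor, 99 of the 114 miRNAs of profile 2 were still higher in mature milk (87 without 0 d and 107 without 7 d).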

The expression levels of miRNAs in profile 2 persistently increased following delivery, while the expression levels of profile 3 miRNAs decreased in this timeframe. These three profiles may indicate the different roles of corresponding miRNAs; therefore, we performed target prediction and functional annotation analyses of the conserved miRNAs in these three profiles using DIANA-mirPath^38^ (see Methods for details). As shown in Fig. 3C, the target genes of conserved miRNAs that were highly expressed in the giant panda colostrum (0, 3 and 7 d; profiles 1 and 3) were primarily involved in immune and biosynthetic processes, including the “TLR signaling pathway,” “immune system process,” “proteoglycans in cancer,” “innate immune response,” “viral carcinogenesis” and “cellular nitrogen compound metabolic process”. 

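Of the lists, 3 of 8 leukocyte, 2 of 4 erythroid and 1 of 4 muscle miRNAs were higher at 3 d than at 0 d and 7 d. Others were not: miR-486-5p stood at 0.218 times the mean of both stages, miR-155-5p at 246 ± 55.8 RPM against 1153 at 0 d, and the erythroid list held more of the reads at 0 d (1.43%) than at 3 d (0.732%). Against the mean of both stages, 16 of 406 tested miRNAs were higher at 3 d and 1 was lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 40 higher and 6 lower at an unadjusted p under 0.05. DESeq2 called 17 higher and 2 lower, whereas limma on log2(RPM + 1) called 0 and 0. The muscle miRNA miR-133a-3p had 856 ± 480 RPM at 3 d (SD, n = 3), 0 at 0 d and 34.4 at 7 d, or 49.8 times the mean of both stages (fitted log2 fold change 8.54, which depends on the count of 0 at 0 d, standard error 1.49, adjusted p = 2.9e-06 from edgeR; 2.1e-08 to 0.398 over its alternatives). Leukocyte miRNAs past the threshold were miR-150-5p, at 1281 ± 1078 RPM against 127 and 45.3 (log2 fold change 3.94, adjusted p = 0.00246 from edgeR; 1.3e-05 to 0.456), miR-142-5p (log2 fold change 3.21) and miR-142-3p (2.84). Those of red blood cells were miR-144-3p (log2 fold change 4.09) and miR-144-5p (4.21), whereas miR-451a-5p did not pass. Also higher were miR-10a-5p, at 3162 ± 2675 RPM against 14.9 and 163 (log2 fold change 5.85, adjusted p = 2.9e-06 from edgeR; 3.6e-12 to 0.398), miR-10b-5p, miR-127-3p, miR-181c-5p, miR-181d-5p, miR-21-3p and miR-122-5p. Precursors of miR-10a and miR-10b lie at 1857450 to 1857570 of scaffold GL192497.1 and at 189746 to 189848 of GL193992.1 (minus strands, Table S1). Among lineage-specific miRNAs, CCTGTCTGAGGGCCGGCT (33.1 times the mean of both stages, 20.5 without library 2 of 3 d), TCTGCCTGGGCGTCACGCC (log2 fold change 5.65, but 4.11 and adjusted p = 0.156 from edgeR without library 2 of 3 d) and AGAAGGACTTGGGCCCCCC (not read at 0 d and 7 d, at least 11.7-fold higher at 3 d, against a floor of 3 counts at 0 d, and at least 6.22-fold without library 2 of 3 d) were higher. GGTCGGTCGGGCTGGGGC was lower (log2 fold change -2.78, adjusted p = 0.0386 from edgeR; 0.0218 to 0.705), with 2571 RPM at 0 d, 27.9 ± 21.7 at 3 d and 8.97 at 7 d. In 13 of the 16 higher miRNAs all 3 libraries of 3 d lay above 0 d and 7 d in RPM, and 53 of the 406 did so in all and 29 lay below. Chance would give 10% each for interchangeable libraries and independent miRNAs. As single animals were set against pools and miRNAs vary together, no excess can be read from this. Without library 2 of 3 d, 6 miRNAs were higher and none lower, and the calls of leukocyte and erythroid miRNAs ended although their fold changes stayed positive (log2 fold change 3.07, standard error 1.01, adjusted p = 0.147 for miR-150-5p, 2.15, 0.92 and 0.454 for miR-142-5p, 2.06, 0.97 and 0.635 for miR-142-3p, 3.06, 1.29 and 0.424 for miR-144-3p, and 3.33, 1.58 and 0.653 for miR-144-5p, edgeR), whereas miR-10a-5p stayed past the threshold (4.95, 1.08 and 0.00121). Libraries 1 and 3 alone lay 4.92 and 10.8 times above the mean of 0 d and 7 d for miR-150-5p and 5.99 and 7.67 times for miR-144-3p. Without library 1 of 3 d, miR-122-5p had a log2 fold change of -1.08. RNA of 0 d and 7 d was pooled from 3 animals, and the test assumes that these lone libraries vary like the 3 of 3 d, which give its 2 residual degrees of freedom.

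**Figure D2:**
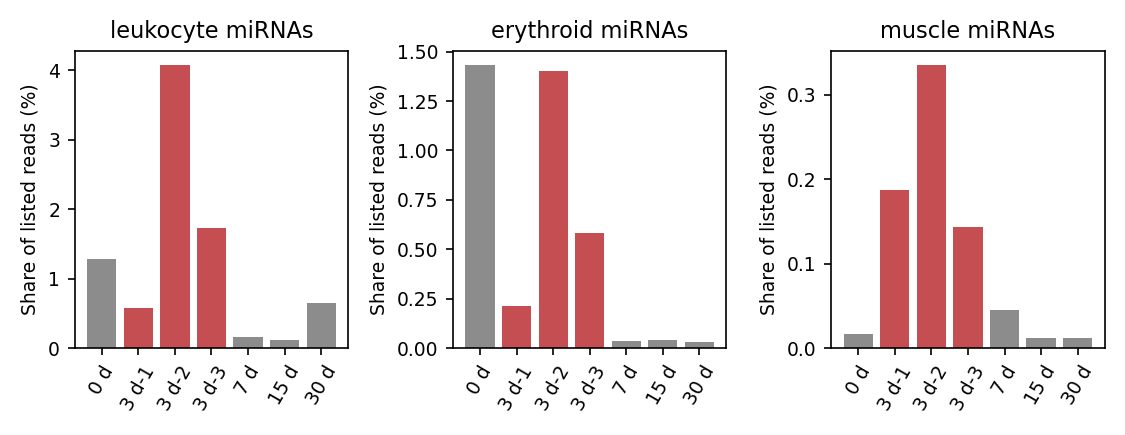
Share of the listed reads held by the leukocyte, erythroid and muscle lists in each of the 7 libraries (bars on a linear scale, with the 3 libraries of 3 d in red and libraries of pooled RNA in grey). For the muscle list all 3 libraries of 3 d lie above 0 d and 7 d.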

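The median log2 fold change of all 406 miRNAs at 3 d was 0.41 with TMM factors, 0.72 with library totals (a shift of 0.31) and 0.22 with limma on log2(RPM + 1), where the pseudocount and the method differ too. The authors' divisor alone would raise it by 0.19 over TMM factors. Lists of miRNAs were also tested at 3 d, a comparison chosen after the data had been seen. None of 19 lists differed with an estimated correlation (camera, lowest adjusted p = 0.511). With a preset correlation of 0.01, the mesenchymal and endothelial list was higher (adjusted p = 0.0277, 8 of 8 members positive) and so was the muscle list (0.0487, 4 of 4 positive, 3 of 4 with upper quartile factors). The miR-30 family was lower (0.00934, 0 of 5 positive, 1 of 5 with library totals), as were the 5 immune-related top miRNAs (0.0160, 0 of 5 positive, 1 of 5 with library totals) and the miR-200 family (0.0487, 0 of 5 positive). The estimated correlations of the lower lists were 0.582, 0.588 and 0.463, far above the preset. That of the mesenchymal and endothelial list was 0.150, and only that of the muscle list (-0.0139) lay below the preset. Adjusted over the list alone, 3 of 8 leukocyte, 3 of 4 erythroid, 2 of 4 muscle and 2 of 4 miR-181 miRNAs were higher, as were 1 liver and 1 miRNA of the miR-34 and miR-449 family.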

Recent reports have indicated that secreted exosomal miRNAs were enriched in the breast milk of various mammals, such as humans^8^, cows^19^, pigs^39^ and rats^40^, and function as potential gene silencing signals between mothers and infants. The enrichment of these immune-related miRNAs in the giant panda colostrum may also imply their vital regulatory function in the neonatal immune system similar to other colostral immunological components. The colostral immunological components, such as immunoglobulin, cytokines, and leukocytes, that are transferred into the peripheral blood of the neonate play an important role in the development of the neonatal immune system^41^.

**Figure 3:**
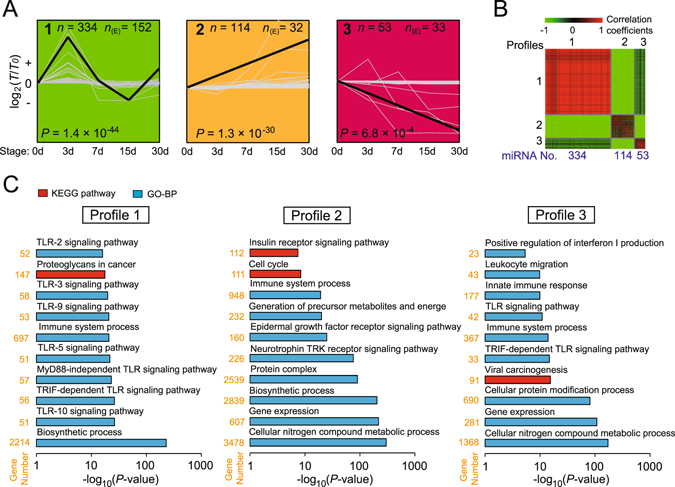
Temporal expression of exosomal miRNAs in giant panda breast milk. (**A**) Three profiles that have significantly more miRNAs assigned under the true ordering of time points compared to the average number assigned to the model profile in the permutation runs (non-significant profiles are not shown). The upper left represents the serial number of the cluster, the lower left represents the *P* value (Fisher’s exact test), *n* represents the number of genes assigned, and *n*_(E)_ represents the number of genes expected. All expressions were log_2_-transformed. (**B**) Heat map of significant profiles. Gene pairs that are positively or negatively correlated are shown in red or green, respectively. (**C**) GO categories and pathways enriched for target genes of significant model profiles. The *P* value, indicating the significance of the comparison, was calculated using the *Benjamini*-corrected modified Fisher’s exact test.

In contrast, the target genes of highly expressed miRNAs in mature milk (15 and 30 d; profiles 2) were primarily related to biosynthetic process, cell differentiation and gene expression, which are actively involved in body growth and development, such as “cell cycle,” “generation of precursor of metabolites and energy,” “cellular nitrogen compound metabolic process,” and “protein complex”, and may be essential for the rapid development and growth of the premature newborn cubs. For example, miR-450a-5p promotes adipogenic differentiation by targeting *WISP2* ^42^. MiR-34a promotes neural progenitor cell differentiation by targeting *Numblike*. MiR*-*135b*-*5p^43^ and miR-664b-3p^44^ can promote cell proliferation by targeting *MEF2C* and *PLP2*, respectively. MiR-183-5p^45^ and miR-200b-3p^46^ can positively regulate the development of inner ear. From 140 g (newborn) to 40 kg (weaning) of body weight, the growth and development of the giant panda primarily relies on the postnatal breast-feeding milk until weaning at 1–1.5 years old^3^ based on many energy, protein and regulatory factors. This dependence may be the primary reason that miRNAs that play vital roles in growth and development are highly expressed in mature milk.

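In the main test, miR-375-3p and let-7c-5p were higher in mature milk than in colostrum, whereas the 6 growth-related miRNAs named in the text did not pass. This test counts the 3 libraries of 3 d as separate replicates of colostrum, although they are of 1 stage. The paper also sampled the same 3 females over the stages, so the p-values may be too small. Of 335 tested miRNAs, 3 were higher at 15 d and 30 d than at 0, 3 and 7 d and 0 were lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 26 higher and 41 lower at an unadjusted p under 0.05. DESeq2 called 14 higher and 34 lower, and limma 4 and 0. With library totals in place of TMM factors edgeR called 0 miRNAs, since the fold changes fell (log2 fold change 2.49, standard error 0.55 for miR-375-3p and 1.27, 0.29 for let-7c-5p, adjusted p = 0.105 each), and with the 3 d libraries summed it also called 0. The RPM of miR-375-3p was 4711 ± 1641 in mature milk (SD, n = 2) against 537 ± 271 in colostrum (SD, n = 5), a log2 fold change of 3.10 (standard error 0.55, adjusted p = 0.0319 from edgeR; 3.1e-06 to 0.487 over its alternatives). The precursor, mir-375, lies at 226579 to 226685 of scaffold GL192367.1 (plus strand, Table S1). For let-7c-5p the values were 26245 ± 1319 and 7008 ± 1808 RPM (log2 fold change 1.85, standard error 0.34, adjusted p = 0.0319 from edgeR; 7.8e-04 to 0.687), where reads shared with other let-7 members were not tested. The lineage-specific CGCCGCCGCGGCGGTCGGC had 3719 ± 568 and 631 ± 250 RPM (log2 fold change 2.54, standard error 0.47, adjusted p = 0.0319 from edgeR; 2.2e-04 to 0.687). Among those past the unadjusted threshold alone were let-7a-5p (log2 fold change 1.41, adjusted p = 0.0543 from edgeR; 0.00306 to 0.687), miR-148a-3p (1.53, adjusted p = 0.112 from edgeR; 7.8e-04 to 0.687) and miR-126-3p (-4.66, adjusted p = 0.0847 from edgeR; 0.00155 to 0.687). In 54 of the 335 miRNAs both libraries of mature milk lay above all 5 of colostrum in RPM, and in 36 below. Chance would give 4.76% each for interchangeable libraries and independent miRNAs. As 3 of the colostrum libraries are of 1 stage and miRNAs vary together, no excess can be read from this. No miRNA passed without 0 d, library 1 or 3 of 3 d, 15 d or 30 d, whereas without 7 d 16 were higher and 15 lower, and without library 2 of 3 d 3 were higher. Over these 7 fits the log2 fold change stayed at 2.56 to 3.34 for miR-375-3p (standard errors 0.56 to 0.81) and at 1.70 to 1.97 for let-7c-5p (0.31 to 0.59). With 1 library at each of 15 d and 30 d, the spread within mature milk takes in the difference between the stages.

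**Figure D3:**
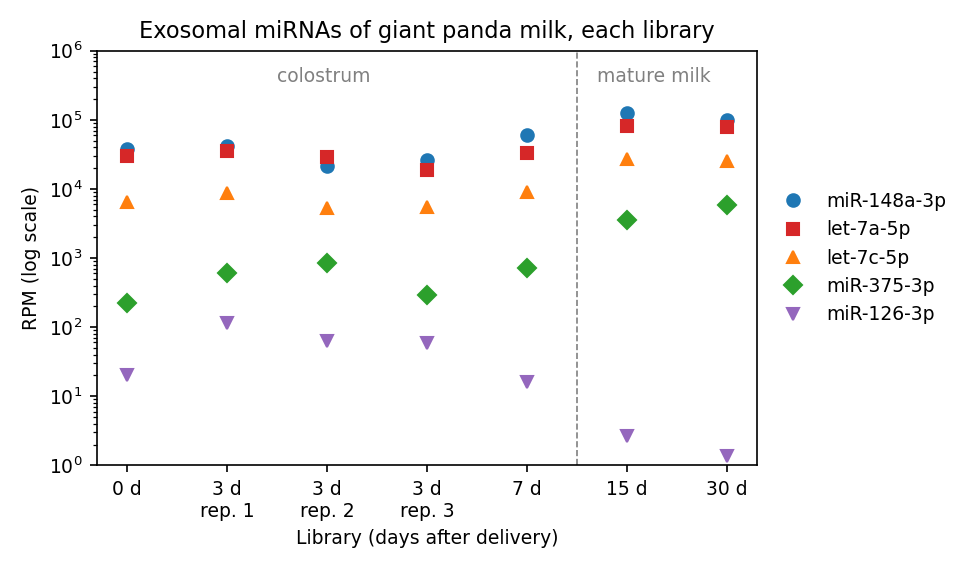
RPM of 5 conserved miRNAs in each of the 7 libraries (log scale; each point is 1 library), with colostrum and mature milk parted by the dashed line. Both libraries of mature milk lie above all 5 of colostrum for miR-148a-3p, let-7a-5p, let-7c-5p and miR-375-3p, and below them for miR-126-3p.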

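The median log2 fold change of all 335 miRNAs was -0.42 with TMM factors and -1.03 with library totals, a shift of -0.62, and -0.20 with limma on log2(RPM + 1), where the pseudocount and the method differ too. The authors' divisor alone would raise it by 0.05 over TMM factors. All 6 growth-related miRNAs (miR-450a-5p, miR-34a-5p, miR-135b-5p, miR-664b-3p, miR-183-5p and miR-200b-3p) lay above the median in each scaling, and their log2 fold changes were positive in 6 of 6 with TMM factors and in 4 of 6 with library totals. None of them passed when adjusted over the list alone, and a list that the study named from these libraries is no independent evidence. The miR-183-5p RPM was 78.3 at 0 d, 142 ± 16.1 at 3 d (SD, n = 3), 425 at 7 d, 354 at 15 d and 345 at 30 d. For miR-34a-5p it was 1779, 2780 ± 1142, 4696, 4029 and 4114, and for miR-664b-3p 5.59, 9.77 ± 1.85, 16.9, 18.8 and 25.1. Of the 19 lists, none differed between mature milk and colostrum with an estimated correlation (camera, lowest adjusted p = 0.660). With a preset correlation the let-7 family was higher (adjusted p = 0.0187, 9 of 9 positive, 6 of 9 with library totals, and all 9 above the median in each scaling), and the erythroid list (0.0401, 0 of 4 positive) and the mesenchymal and endothelial list (0.0186, 0 of 8 positive) were lower. The estimated correlations of these lists were 0.326, 0.543 and 0.434, far above the preset of 0.01, so these calls rest on an assumption that the estimates do not bear out. Adjusted over the list alone, 2 let-7 miRNAs, 2 of the immune-related top miRNAs and 1 of the 7 miRNAs of the paper's q-PCR primer table were higher, and 3 erythroid, 4 mesenchymal and endothelial and 1 neural miRNA were lower. The immune-related and primer-table lists were also named by the study. No miRNA passed in the miR-200, miR-30, miR-181 and miR-29 families, in the families of miR-34 with miR-449 and of miR-125 with miR-99 and miR-100, in the clusters of miR-183, of miR-17-92 with its paralogs and of miR-424 with miR-450 and miR-542, or in the leukocyte, muscle and liver lists.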

### Resistance of milk exosomal miRNAs to the simulated gastrointestinal environment

The resistance to harsh conditions of the gastrointestinal environment is a precondition of maternal exosomal miRNAs absorbed by the infant intestinal wall. To investigate the stability of exosomal miRNAs of giant panda breast milk, three endogenous and two exogenous miRNAs were randomly selected and subjected to a simulated gastrointestinal environment. Two exogenous synthetic worm-specific miRNAs (cel-miR-2 and cel-miR-93) were sharply degraded; however, the endogenous milk-derived miRNAs exhibited resistance to degradation when the milk was subjected to prolonged incubation at 37 °C, low pH or even treatment with high concentrations of exogenous RNase (Fig. 4). These results suggest that milk-derived miRNAs exist in a remarkably stable form, protected from endogenous RNase activity across various harsh conditions. This result is consistent with previous studies on blood^47^ and human^8^ and bovine^19^ breast milk. The remarkable stability of the endogenous milk-derived miRNAs provides a basic condition for the dietary intake of maternal miRNAs by infants.

**Figure 4:**
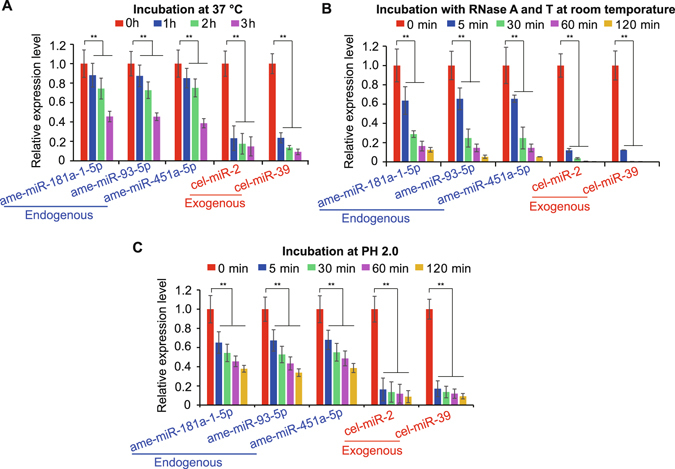
Stability of exosomal miRNAs in simulated harsh gastrointestinal conditions. The expression changes of two spiked-in synthetic *C*. *elegans* miRNAs and three endogenous miRNAs across various harsh conditions. Total RNA was extracted and subsequently analyzed by q-PCR. Breast milk was (**A**) incubated at 37 °C for 1, 2 or 3 hours, (**B**) subjected to RNase A and T for 5, 30, 60 or 120 min at 37 °C, or (**C**) treated at pH 2.0 at 37 °C for 5, 30, 60 or 120 min. Three independent experiments performed in triplicate and all data are expressed as mean ± SD. **P < 0.01.

### Exogenous plant miRNAs were detected in the milk exosomes of the giant panda

Interestingly, in the present study, we observed that the breast milk of the giant panda was colored yellowish green in 0 day colostrum and faded to milk white in 3 days; then, it gradually turned back to light yellowish green at 7 days (Fig. 5A), indicating that there are dynamic plant ingredients in the milk. Considering that giant pandas live primarily on bamboo and recent findings that plant miRNAs exist in mammalian body fluids^48^, we proposed that food-derived plant miRNAs also exist in breast milk. To test this hypothesis, bamboo miRNA species and their abundance were detected by mapping the small RNA-seq data to the bamboo genome and known plant precursor miRNAs in the miRBase. In total, 37 mature bamboo miRNAs corresponding to 27 precursor miRNAs were observed in the giant panda breast milk (Supplementary Table S4). To determine whether the bamboo miRNAs identified in giant panda breast milk are genuine plant miRNAs, we treated the total small RNAs isolated from giant panda milk with sodium periodate (oxidizing agent)^49^. Consequently, compared with the complete degradation of endogenous giant panda miRNAs (ame-let-7b-5p, ame-miR-181 and ame-miR-451), the bamboo-derived miRNAs (dla-miR-172d-3p, dla-miR-535-5p, dla-miR-1310-3p, dla-miR-1561-5p and dla-miR-2916-5p) exhibited similar resistance as synthetic miRNAs with 2′-Omethylated 3′ ends, highlighting the identity of bona fide plant miRNAs (Fig. 5B and Supplementary Fig. S4). Notably, the abundance levels of exogenous bamboo miRNAs in giant panda milk were significantly correlated with their intrinsic expression levels in bamboo leaf (Spearman’s *r* = 0.58, *P* = 1.86 × 10^−4^) (Fig. 5C, Supplementary Table 5) detected using a small RNA-seq approach. The moderate rather than high correlation may result from the different biodegradation degrees of bamboo miRNAs in long gastrointestinal tract before being absorbed, and from the selective packaging of intracellular miRNAs into exosomes/microparticles^50–56^. In addition, both small RNA-seq and stem-loop qRT-PCR results indicated that the abundance of exogenous bamboo miRNAs changed with the increasing greenness of giant panda milk (Fig. 5D,E), which may be highly associated with the stress fasting of the giant panda within the first three days after delivery^57^. This result emphasizes the potential oral intake of exogenous plant miRNAs from food sources in the giant panda. Functional enrichment analyses of the target genes indicated that the top ten exogenous plant miRNAs were primarily involved in basic cell metabolism, such as “protein binding,” “transcriptional activator activity,” “ubiquitin protein transferase activity” and “chromatin binding,” and neurodevelopment, such as “synapse organization,” “neuron migration” and “axon guidance” (Fig. 5F and Supplementary Table S6). These results indicated the potential role of exosome-loaded exogenous bamboo miRNAs in the postnatal development of giant panda cubs.

**Figure 5:**
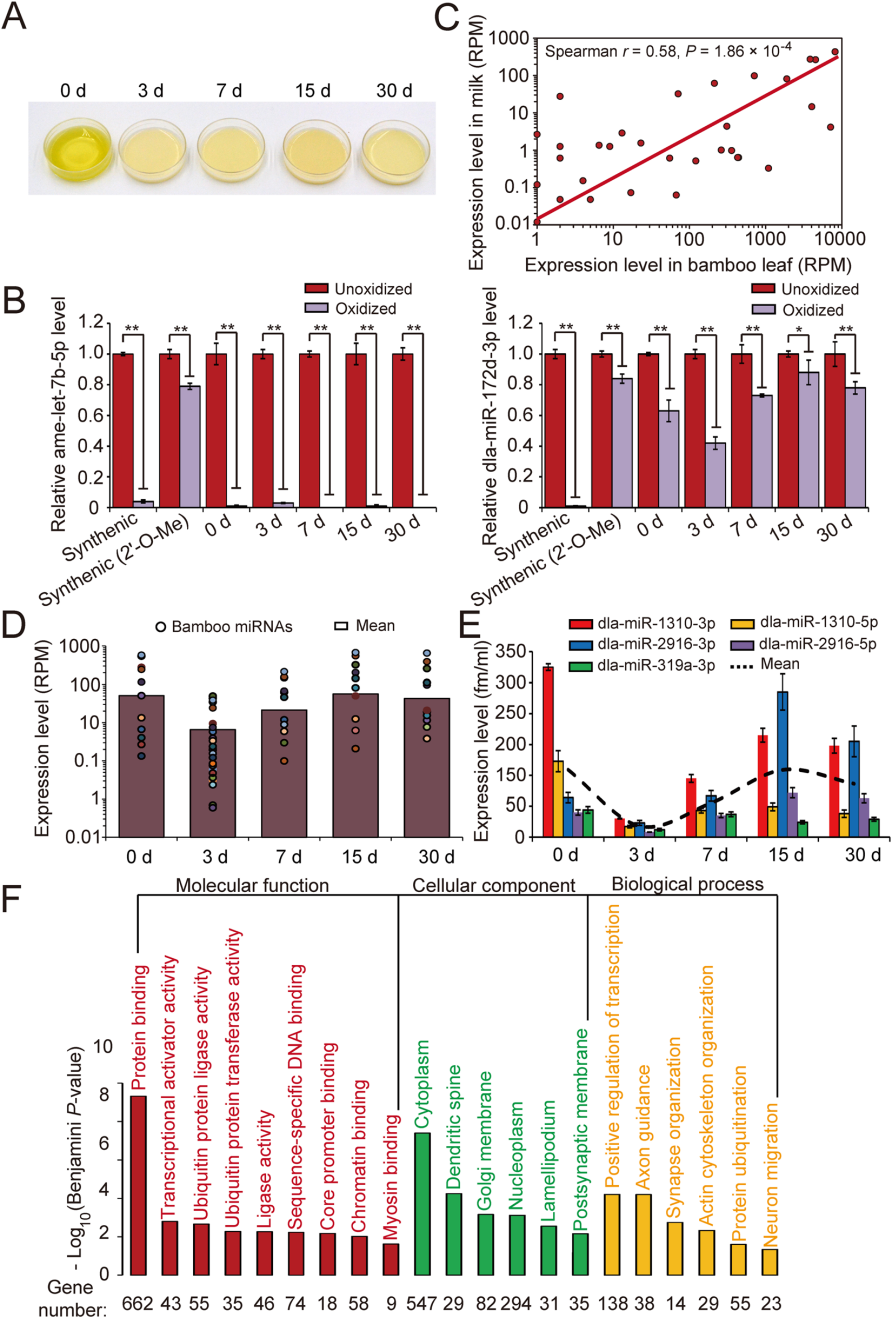
Bamboo miRNAs are present in the breast milk of giant panda. (**A**) The color of the breast milk of the giant panda during distinct lactation periods. (**B**) Equal amounts of synthetic plant (dla-miR-172d-3p) and giant panda (ame-let-7b-5p) small RNAs (with or without 2′-O-methylated 3′ ends) were treated with/without sodium periodate. Subsequently, the endogenous and plant miRNAs levels were detected via a qRT-PCR assay. (**C**) The expression correlation of bamboo miRNAs in bamboo leaves and giant panda breast milk. (**D**) The expression levels of plant miRNAs in the breast milk of the giant panda during distinct lactation periods, detected using small RNA-seq and (**E**) stem-loop qRT-PCR. (**F**) The functional enrichment analysis of exosome-loaded exogenous bamboo miRNAs. All data are expressed as mean ± SD. *P < 0.05, **P < 0.01.

## Materials and Methods

### Animal ethics statement

All breast milk samples were collected from captive-bred giant pandas at the Bifengxia Chinese conservation and research center for the giant panda in the Sichuan province of China. Giant pandas were fed a diet of local bamboo supplemented with bread, high-fiber biscuits, carrots and apples. All animals used in this study were farmed according to the Technical Regulation of Husbandry and Management of the Giant Panda (Chinese National Standard, LY/T 2015-2012) and approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China. All methods were carried out in accordance with the approved guidelines and regulations.

### Preparation of experimental animals and samples

Three female giant pandas were sampled over multiple lactations, including 0, 3, 7, 15 and 30 days after delivery. Breast milk samples (5–10 ml) were collected from each stage, and a portion of each milk sample was stored at 4 °C for atomic force microscope (AFM) analysis. The remaining portion of each milk sample was centrifuged at 2500 × *g* for 10 min, twice, to remove cells and fat globules. The supernatant was centrifuged at 12,000 × *g* for 30 min at 4 °C to remove any cellular debris. The supernatants were then frozen in liquid nitrogen and subsequently stored at −80 °C until exosome enrichment and RNA extraction.

### Atomic force microscope (AFM) assay

The breast milk exosomes for AFM analysis were prepared as described by Gu *et al*.^28^, with minor modifications. Briefly, 5 ml of breast milk was centrifuged at 2500 × *g* for 10 min, twice, to remove cells and fat globules. The supernatant was centrifuged at 12,000 × *g* for 30 min at 4 °C to remove any cellular debris. The supernatants were subsequently centrifuged at 120,000 × *g* for 4 hours, and the pellet was re-suspended in 10 ml of phosphate buffered saline (PBS). The exosome solutions were diluted 1:500 in deionized water and adsorbed to freshly cleaved mica sheets for 10 min. The redundant solution was removed by careful absorption with a filter paper, and the mica was further dried prior to detection. Surface morphology was examined under an AFM (Asylum Research MFP-3D-Bio, Digital Instruments Inc., Santa Barbara, CA) using identical conditions. The size of the exosomes was determined from a line profile of the AFM image.

### Enrichment of exosomal RNA from breast milk

RNA in the breast milk exosomes was isolated as previously described^28^. In brief, raw milk (1.5 ml) was centrifuged at 2,000 × *g* for 10 min to remove fat globules. The supernatant was centrifuged at 12,000 × *g* for 30 min and further filtered through a 0.45 mm PVDF filter to eliminate cells and cellular debris. Approximately 1 ml of the supernatant was mixed with 500 ml of ExoQuick Exosome Precipitation Solution (SBI, CA, USA) and incubated at 4 °C for 12 hours. The ExoQuick/supernatant mixture was centrifuged at 1,500 × g for 30 min to obtain a beige exosome pellet, which was then re-suspended in 250 ml nuclease free water. Total RNA from the exosomes was extracted using TRIzol-LS (Invitrogen, CA, USA), following the manufacturer’s instructions. Small RNAs were analyzed with the Agilent Bioanalyzer 2100 and the RNA 6000 Nano LabChip Kit (Agilent, CA, USA).

### Western blot analysis

Thirty micrograms of protein was separated on an 8% SDSPAGE gel and transferred to polyvinylidenedifluoride membranes (Millipore). Membranes were blocked and then incubated for 2 hours with either rabbit anti-alpha Tubulin (1:1000, Abcam), mouse anti-CD63 (1:1000, Abcam) or mouse anti-TSG101 (1:200, Abcam). Horseradish peroxidase-conjugated anti-mouse or anti-rabbit IgG was used as a secondary antibody (diluted 1:5,000 in TBST). Bands were scanned using a densitometer (GS-700; Bio-Rad Laboratories).

### Small RNA sequencing

Total RNAs isolated from three individuals at four lactation stages (0, 7, 15 and 30 days after delivery) were pooled at equal quantities for library construction of each stage. To evaluate the variation among individuals, the total RNA from the milk-derived exosmes of three giant pandas at 3 days were used separately for library construction. In total, seven libraries were subjected to single-end sequencing of 36 nt reads using an Illumina Genome Analyzer II. The bioinformatics pipeline for miRNA discovery and profiling was used as previously described, with some improvements^58^. All reads were counted, and the identical reads were combined into a single type. The raw reads were subjected to a series of additional strict filters (such as the digital filters of base-call quality, read length, and sequence comparison) with acceptance criteria derived from the statistics of mammalian and plant miRNAs in miRBase 21.0. The reads originated from known RNAs of the giant panda and bamboo (i.e., mRNA; rRNA, tRNA, snRNA, and snoRNA), and repetitive sequence elements were also filtered. The raw reads were passed through a series of filters and mapped to all known pre-miRNAs of mammals and plants registered in miRBase 21.0, and the Giant Panda (*Ailuropoda melanoleuca*, AilMel1.0) and bamboo (http://www.ncgr.ac.cn/bamboo) genomes using NCBI Local BLAST. All candidates who did not map to any known pre-miRNAs but map to genome were considered as potential novel miRNAs. To further identify these potential novel miRNA candidates, MIREAP software^59^ was used to predict novel miRNA by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the annotated small RNAs.

### Short time-series expression miner (STEM) analysis

STEM analysis was used to visualize expression patterns for unique miRNAs. Each miRNA was assigned to the model profile most closely matched to its time series based on the correlation coefficient. The number of miRNAs assigned to each model profile was subsequently computed. The number of miRNAs assigned to a profile was estimated by randomly permuting the original time point values, renormalizing the miRNA expression values, assigning the miRNAs to their most closely matching model profiles, and repeating this process for a large number of permutations. The average number of miRNAs assigned to a model profile over all permutations was used as the estimate of the expected number of miRNAs assigned to the profile. The significance of the number of miRNAs assigned to each profile compared with the expected number was also computed^60^.

### Databases of known signaling pathways

The pathways knowledge base developed by SABiosciences (SABiosciences, MD, USA) (http://www.sabiosciences.com/pathwaycentral.php) was used to annotate the miRNAs of interest in known pathways, as described previously^61^.

### Prediction and functional annotation of miRNA target genes

DIANA-mirPath^38^, a web-based computational tool, was employed to identify the target genes of giant panda miRNAs and the molecular Gene Ontology (GO) and pathways potentially altered by the expression of multiple miRNAs (http://www.microrna.gr/miRPathv3). TargetScan human 5.2^62^ was used for the target prediction of exogenous bamboo miRNAs based on seed sequences. Subsequently, the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms enriched in the predicted target genes were determined using Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resources^63^. The predictions were made according to the interactions of human mRNA-miRNA due to the absence of giant panda and bamboo miRNAs in the current version of the above-mentioned algorithm.

### qRT-PCR and clone sequencing validation of conserved and novel miRNAs

The changes in abundance of seven conserved and eight novel giant panda miRNAs over five lactation stages were determined by an EvaGreen-based qRT-PCR approach using a High-Specificity miRNA qRT-PCR Detection Kit (Stratagene, La Jolla, USA) on the CFX96^TM^ Real-Time PCR Detection System (Bio-Rad, CA, USA). The U6 snRNA, 5 S rRNA, and Met-tRNA were simultaneously used as endogenous control genes. All measurements contained a negative control (no cDNA template), and each RNA sample was analyzed in triplicate. Relative expression levels of objective miRNAs were calculated using the 2^−ΔΔCt^ method. To ensure the accuracy of the 2^−ΔΔCt^ results, we have carried out the optimization of annealing temperature by thermal gradient and evaluation of amplification efficiency in CFX96^TM^ Real-Time PCR Detection System (Bio-Rad, CA, USA), and all wells used in the subsequent analysis were met 0.95 < AE < 1.05, including the target genes and endogenous controls.

The PCR products of novel miRNAs were then cloned into plasmid using the TOPO TA Cloning Kit (Invitrogen, Paisley, UK), and subsequently sequenced. Stem-loop qRT-PCR was used to evaluate the exogenous plant miRNA level by Bulge-LoopTM miRNA qRT-PCR Starter Kit (RIBOBIO, China) according to manufacturer’s instructions, and the transcriptional and qPCR primers were also synthesized by RIBOBIO (Guagnzhou, China) and shown in Supplementary Table S7. All measurements contained a negative control (no cDNA template), and each RNA sample was analyzed in triplicate.

### Simulated gastrointestinal harsh treatments of miRNAs

Two exogenous miRNAs (cel-miR-2-3p, and cel-miR-39-5p of *C*. *elegans*), which have no sequence similarity to the giant panda miRNAs, were chemically synthesized. To determine the resistance and stability of endogenous exosomal miRNAs in the giant panda milk, exogenous miRNAs were added directly to raw milk, which were then subjected to three types of treatments: (A) incubation at 3 7 °C for 1, 2, or 3 hours; (B) treatment in pH 2.0 solution for 5, 30, 60, or 120 minutes; (C) treatment with RNase A (0.16 mg mL^−1^) and RNase T1 (0.4 U mL^−1^) (Fermentas, Shenzhen, China) for 5, 30, 60 or 120 minutes at 37 °C. The treated milk samples was centrifuged at 2500 × *g* for 10 min, twice, to remove cells and fat globules. The supernatant was centrifuged at 12,000 × *g* for 30 min at 4 °C to remove any cellular debris. The supernatants were then used for total RNA extraction using TRIzol-LS (Invitrogen, CA, USA).

### Oxidation of small RNAs with periodate

Total RNA was extracted from giant panda milk using Trizol LS Reagent (Invitrogen), and synthetic ame-let-7b-5p, ame-miR-181, ame-miR-451, dla-miR-172d-3p, dla-miR-535-5p, dla-miR-1310-3p, dla-miR-1561-5p and dla-miR-2916-5p (with or without 2′-O-methyl) were obtained from RIBOBIO (Guangzhou,China). A 10 μl aliquot of total RNA or synthetic miRNA was mixed with 10 μl of NaIO_4_ (0.25 M) and 80 μl of RNase-free water, and incubated at 0 °C for 40 min in the dark. Approximately 10 μl of NaIO_4_ was replaced by 10 μl of RNase-free water in the unoxidized group. Next, the RNA was precipitated using 80% ethanol, aired dried, dissolved in RNase-free water, and subsequently assayed using stem-loop qRT-PCR according to the procedure described above.

### Statistical analysis

All data from qRT-PCR are expressed as mean ± SD. The statistical analysis was performed using SPSS 19.0 software. Equality of group variances were assessed by Kolmogorov-Smirnov test. Statistical significance was calculated by one way analysis of variance (ANOVA) with Tukey’s post-hoc test for multiple groups or Student’s t-test for comparisons of two groups. *P* < 0.05 was considered statistically significant (*P < 0.05; **P < 0.01). Spearman’s correlations were used to examine the relationship between miRNA expression levels detected by small RNA-sequencing and qRT-PCR, and between bamboo miRNA expression levels presented in bamboo leaf and milk-derived exosome.

## Conclusions

The present study presents a comprehensive survey of the exosomal miRNA transcriptome in giant panda breast milk during five lactation stages, shedding new light on the gene regulation network during the development of newborn cubs. Immune- and development-related endogenous miRNAs were observed to be enriched in the exosomes of giant panda breast milk, which together with evidence that these exosomal miRNAs are resistant to harsh gastrointestinal conditions, suggested that these exosomal miRNAs may be genetic material transferable from mother to infant and are essential for the development of newborn cubs. In addition, these findings support the viewpoint that food-derived exogenous plant miRNAs can be taken up and presented in mammalian breast milk.

## Electronic supplementary material

Supplementary information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

# Supplementary material for: Exosomal microRNAs in giant panda (Ailuropoda melanoleuca) breast milk: potential maternal regulators for the development of newborn cubs
**Source:** Sci Rep. 2017 Jun 14;7:3507. doi: 10.1038/s41598-017-03707-8
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary information

Exosomal microRNAs in giant panda (*Ailuropoda melanoleuca*) breast milk: potential maternal regulators for the development of newborn cubs

Jideng Ma^{1†}, Chengdong Wang^{1,2†}, Keren Long^{1†}, Hemin Zhang^{1,2†*}, Jinwei Zhang¹, Long Jin¹, Qianzi Tang¹, Anan Jiang¹, Xun Wang¹, Shilin Tian^{1,3}, Li Chen¹, Dafang He¹, Desheng Li², Shan Huang², Zhi Jiang^{3*}, Mingzhou Li^{1*}

† These authors contributed equally to this work.

Supplementary Figure 1. RNA from breast milk exosomes was detected using Agilent Bioanalyzer 2100.

Supplementary Figure 2. Identification of endogenous exosome miRNAs from giant panda breast milk. **(A)** Classification of small RNAs presented in the exosomes of giant panda milk. **(B)** Length distribution of identified miRNAs in all seven small RNA-seq libraries. **(C)** The high correlation of miRNA expression between three biological replicates.

Supplementary Figure 3. Validation of small RNA sequencing results. **(A)** Alignment of small RNA sequencing and clone sequencing results for novel miRNAs discovered in the giant panda. **(B)** Validation of the expression patterns of conserved miRNAs using a qRT-PCR approach.

Supplementary Figure 4. The resistance of endogenous giant panda miRNAs and dietary exogenous plant miRNAs to periodate oxidation. Equal amounts of synthetic plant (dla-miR-535-5p, dla-miR-1561-5p, dla-miR-1310-3p and dla-miR-2916-5p) and giant panda (ame-miR-181-5p and ame-miR-451-5p) small RNAs (with or without 2'-O-methylated 3' ends) were treated with/without sodium periodate. After the reactions, the endogenous and plant miRNAs levels were detected using a qRT-PCR assay. Three independent experiments performed in triplicate and all data are expressed as mean $\pm$ SD. * P < 0.05, ** P < 0.01.

Supplementary Table 1. Conserved and novel giant panda miRNAs identified in this study.

Supplementary Table 2. The expression of giant panda unique miRNAs.

Supplementary Table 3. The abundance of miRNA members of significantly over-enriched model profiles.

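Supplementary Table S3 gives, for each miRNA of the significant profiles, the values on which its profile was drawn. An RPM of 0 at a stage means that no read of the sequence was counted in that library, so for miRNAs with few reads the profile depends on which libraries held a read. Whether that follows the stage or the number of libraries stays open. In a rebuild of the method with another choice of model profiles, 58 of the 334, 98 of the 114 and 43 of the 53 listed miRNAs fell in the 3 d peak, the rising and the falling profile compared with profiles 1, 2 and 3. A further 258 of the 334 fell in the largest rebuilt profile, singled out after its size was seen, which also peaked at 3 d.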

Supplementary Table 4. The expression of exogenous bamboo miRNAs presented in giant panda milk exosomes.

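Supplementary Table S4 lists 37 bamboo miRNAs by RPM in milk exosomes. From the paper's values in that table, 7 of the 37 were above 0 at all 5 stages and 15 at 1 stage, 10 of these at 3 d. At 3 d 32 were above 0, against 16 at 0 d, 17 at 7 d, 15 at 15 d and 12 at 30 d. Only 3 d had 3 libraries, and its values went as low as 0.0598 RPM (dla-miR-156f-5P), so whether the number at 3 d follows the stage cannot be told. The 6 arms of miR-1310, miR-1311 and miR-2916 carried 92.5% of the listed bamboo RPM at 0 d, 62.4% at 3 d, 86.4% at 7 d, 94.0% at 15 d and 96.1% at 30 d.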

Supplementary Table 5. The expression of bamboo miRNAs identified in bamboo leaf.

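Supplementary Table S5 gives the abundance of the same 37 miRNAs in bamboo leaf. In the paper's values the 6 arms of miR-1310, miR-1311 and miR-2916 carried 56.3% of the listed leaf abundance. Across the 37 miRNAs, which are not independent replicates, the paper's leaf values and the mean of its milk values had a Spearman correlation of 0.577 (two-sided permutation test, p = 2.6e-04). Without these 6 arms it was 0.360 over 31 miRNAs (p = 0.0473, same permutation test), and with 1 entry per mature sequence 0.595 (p = 5.6e-04). The leaf sample itself was not analysed here.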

Supplementary Table 6. The functional prediction for target genes of exogenous bamboo miRNAs presented in giant panda milk exosomes.

Supplementary Table 7. Primer sequences of the q-PCR experiments.

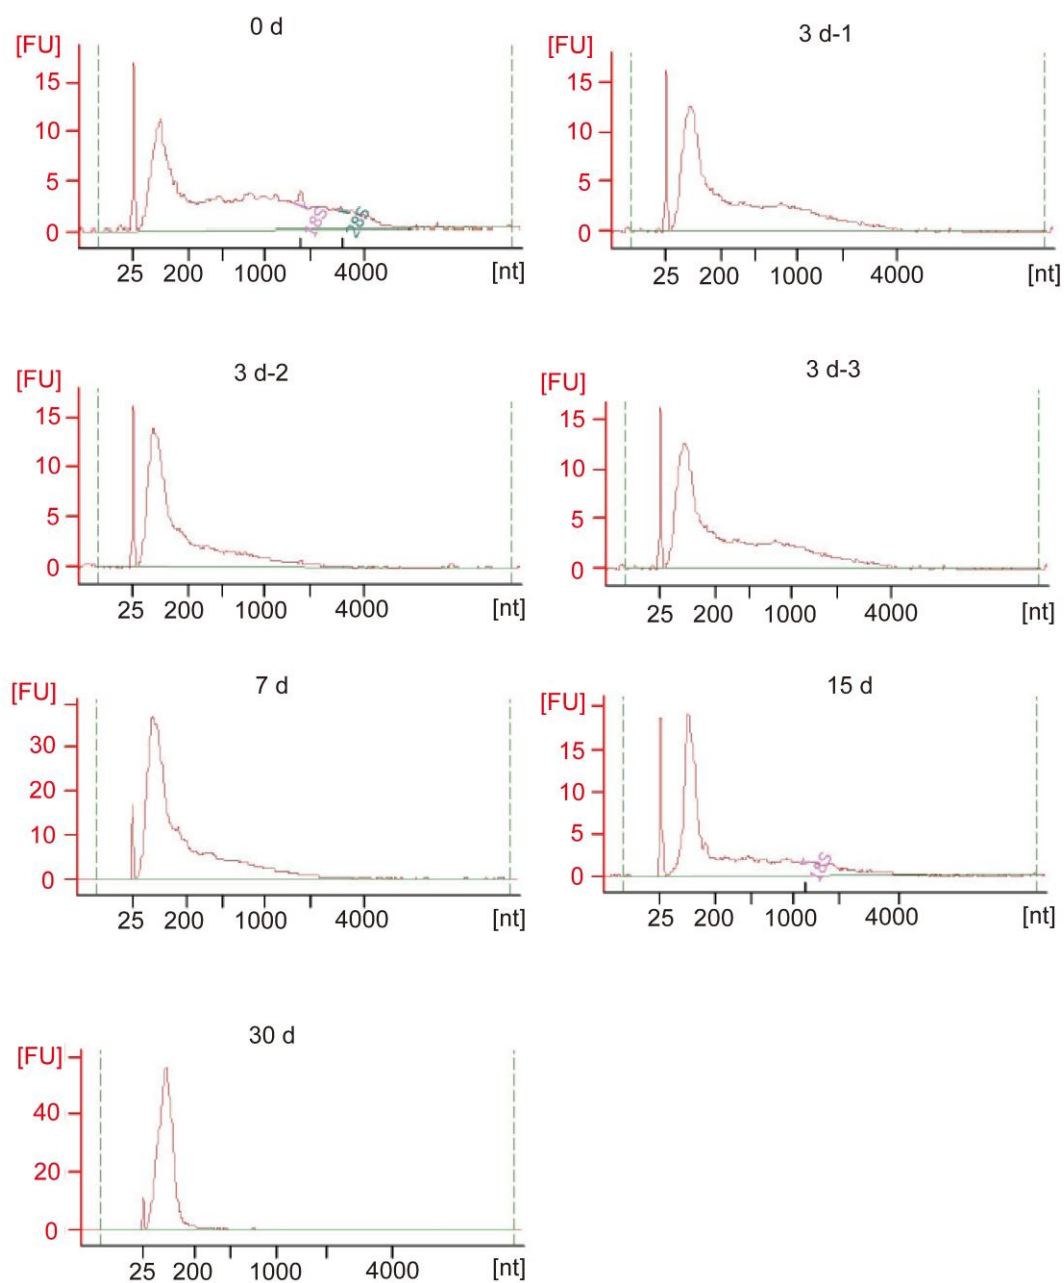

Supplementary Figure 1. RNA from breast milk exosomes was detected using Agilent Bioanalyzer 2100.

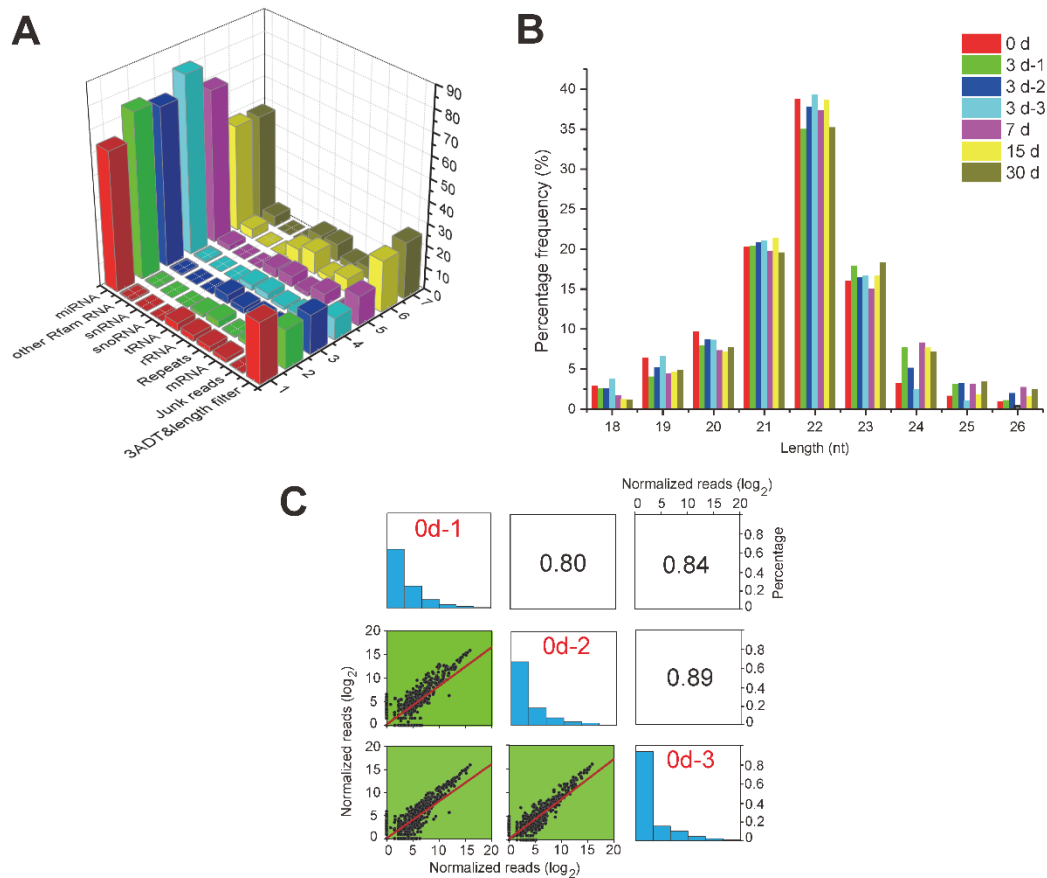

Supplementary Figure 2. Identification of endogenous exosome miRNAs from giant panda breast milk. **(A)** Classification of small RNAs presented in the exosomes of giant panda milk. **(B)** Length distribution of identified miRNAs in all seven small RNA-seq libraries. **(C)** The high correlation of miRNA expression between three biological replicates.

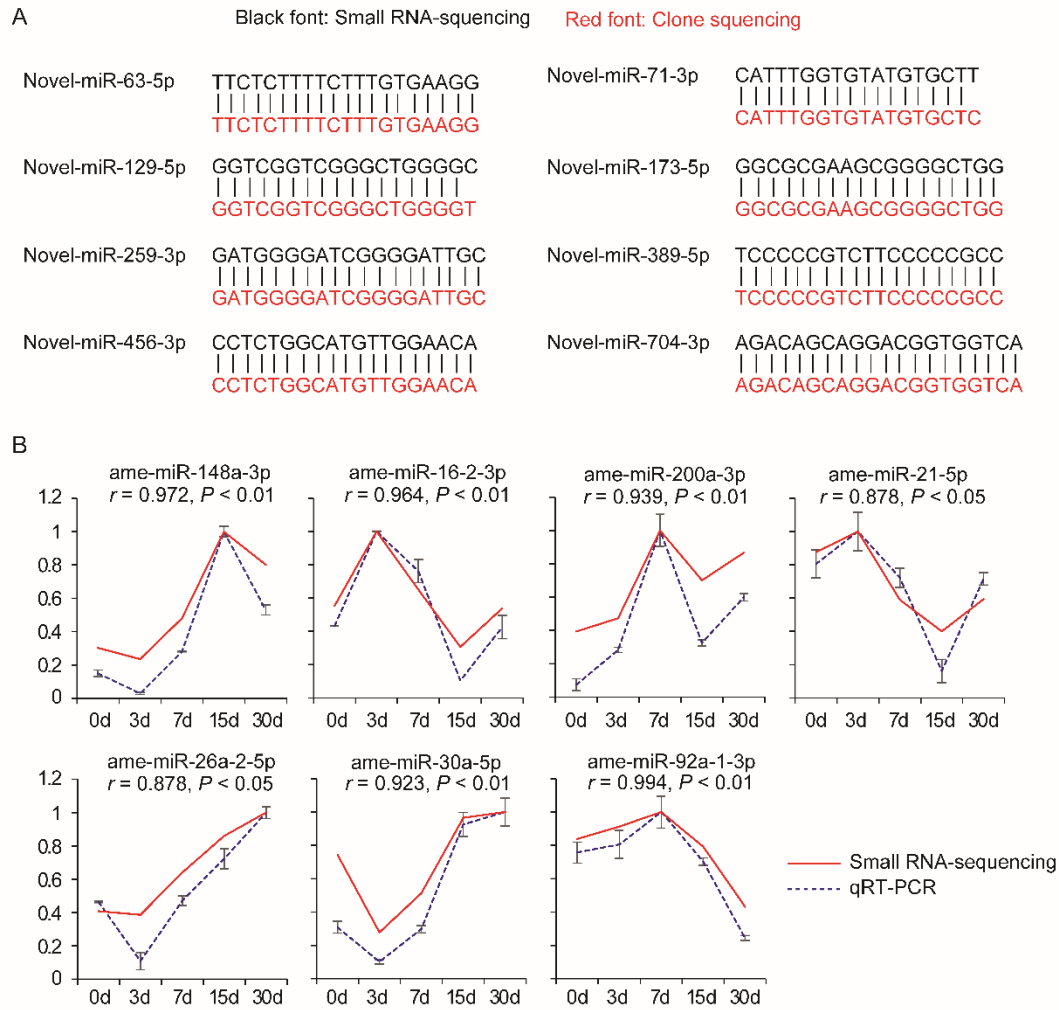

Supplementary Figure 3. Validation of small RNA sequencing results. **(A)** Alignment of small RNA sequencing and clone sequencing results for novel miRNAs discovered in the giant panda. **(B)** Validation of the expression patterns of conserved miRNAs using a qRT-PCR approach.

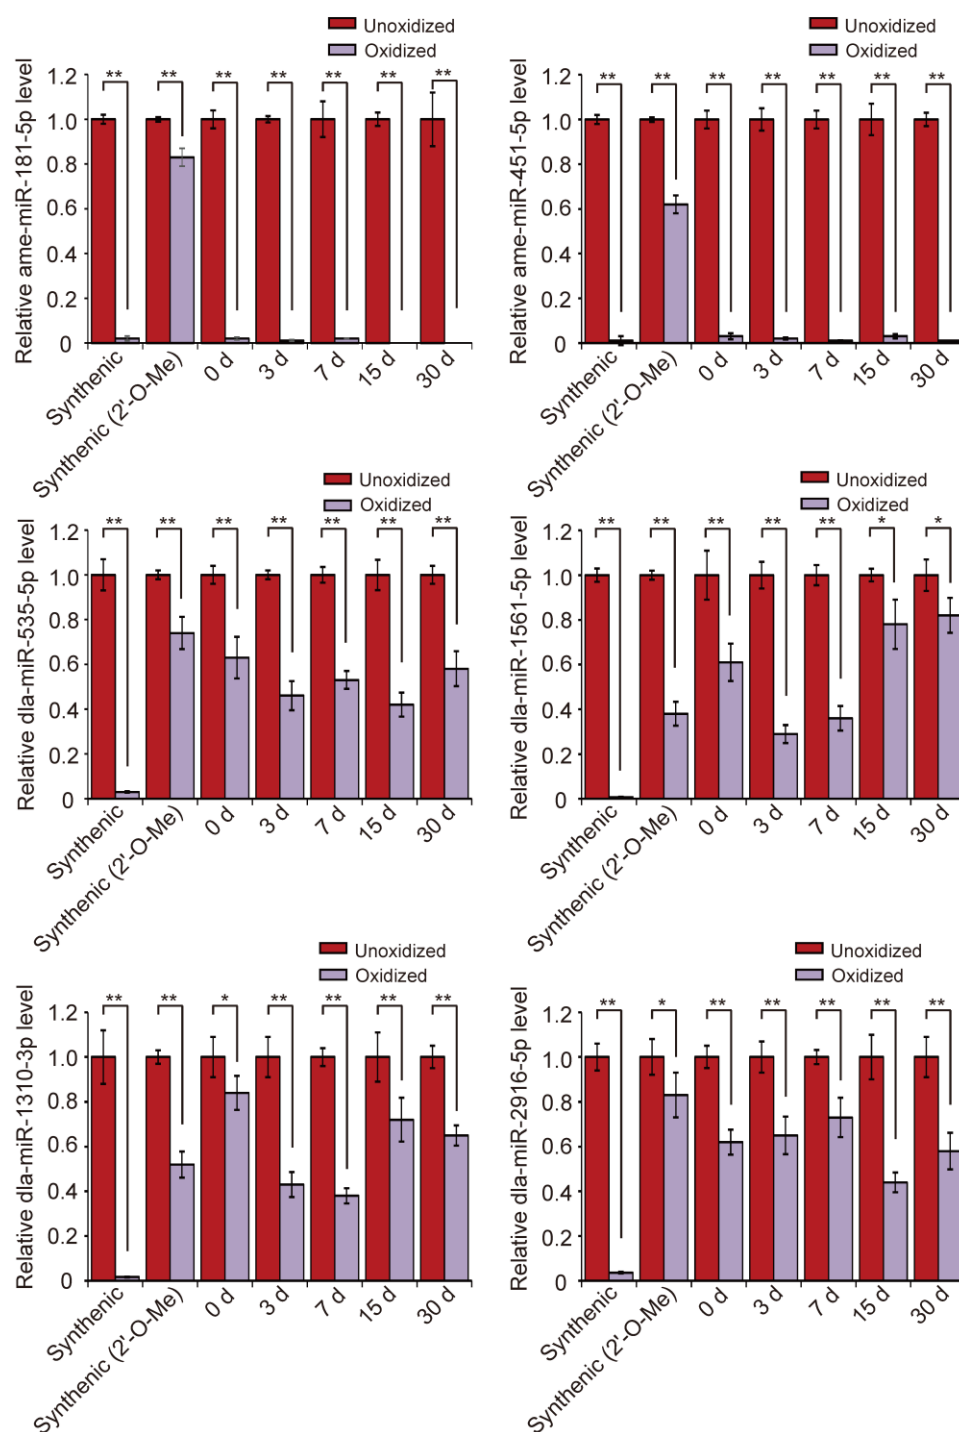

Supplementary Figure 4. The resistance of endogenous giant panda miRNAs and dietary exogenous plant miRNAs to periodate oxidation. Equal amounts of synthetic plant (dla-miR-535-5p, dla-miR-1561-5p, dla-miR-1310-3p and dla-miR-2916-5p) and giant panda (ame-miR-181-5p and ame-miR-451-5p)

small RNAs (with or without 2'-O-methylated 3' ends) were treated with/without sodium periodate. After the reactions, the endogenous and plant miRNAs levels were detected using a qRT-PCR assay. Three independent experiments performed in triplicate and all data are expressed as mean $\pm$ SD. * P < 0.05, ** P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

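Small RNA from exosomes of giant panda milk had been sequenced in 7 libraries at 0, 3, 7, 15 and 30 d after delivery. The paper states that 3 females were sampled over these stages. At 3 d each of 3 libraries came from 1 animal, and at the other stages RNA of 3 animals was pooled into 1 library. According to the paper, the authors combined identical reads, filtered them on base-call quality, length and sequence, removed reads of other known RNAs and repeats, and mapped the rest with BLAST to known precursors of other mammals and to the giant panda genome, with MIREAP for lineage-specific candidates. The values used here are the expected counts of reads that the authors deposited for 1194 unique mature miRNAs, with a few percent of fractional values, and the RPM that the authors computed from them. Each RPM column was checked to be the count column times 1 factor per library. These factors show that the authors divided by a total that holds reads outside the listed miRNAs.

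The total count per library ran from 236156 to 1125491. A count of 0 allows up to 3 counts per library, and shares of reads in single libraries carry Wilson intervals at a confidence level of 95%. The depth limits above all the lineage-specific miRNAs, of which 430 had at most 5 reads.

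Two-group tests used edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM factors, its own filter on low counts), on counts rounded to whole numbers, with a Benjamini-Hochberg adjusted p under 0.05. Mature milk (15 and 30 d) was compared with colostrum (0, 3 and 7 d) in a model with 1 mean per phase. It counts the 3 libraries of 3 d as separate replicates of colostrum, although they are of 1 stage. Milk of 3 d was compared with the mean of 0 d and 7 d in a model with 1 mean per stage, whose 2 residual degrees of freedom come from the libraries of 3 d, so that the lone libraries of the other stages are assumed to vary like them. The common dispersion was 0.638 in the first model and 0.659 in the second. Standard errors follow from the fold change and its F statistic. Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(RPM + 1), library totals, upper quartile factors, no filter, at least 10 reads in every library, conserved miRNAs alone, the other model, summed libraries of 3 d, and leaving out each library. Both comparisons were tested on simulated data with 200 changed miRNAs. For mature milk against colostrum, 341 miRNAs passed the filter, of which 33 had been changed 4-fold and 40 changed 16-fold. Of these, 7 (21.2%) and 17 (42.5%) were recovered, with 0 false calls among 268 unchanged miRNAs. For 3 d against 0 d and 7 d, 543 passed, of which 54 and 59 had been changed. Here 12 (22.2%) and 23 (39.0%) were recovered, with 1 false call among 430. Changed miRNAs that did not pass the filter are not part of these shares, so the share of all changed miRNAs recovered was lower. In the data themselves 335 and 406 miRNAs passed the filter. The simulated miRNAs varied independently and equally in every library, with no difference between pools and single animals. The false calls therefore do not test these assumptions for the real libraries.

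There were 19 lists of miRNAs: the let-7, miR-200, miR-30, miR-181 and miR-29 families, the families of miR-34 with miR-449 and of miR-125 with miR-99 and miR-100, the clusters of miR-183, of miR-17-92 with its paralogs and of miR-424 with miR-450 and miR-542, leukocyte, erythroid, muscle, neural, mesenchymal and endothelial, and liver miRNAs, and 3 lists from the paper (immune-related top miRNAs, growth-related miRNAs and the miRNAs of the q-PCR primer table). Values of 12 miRNAs of Table S2 and of the paper's tables of bamboo miRNAs had been seen when the lists were written. Lists with at least 3 tested members were compared with all other miRNAs by limma's camera, with a correlation estimated from the data and, as an alternative, preset at 0.01. The miRNAs named in the text are those the paper names, members of these lists, the conserved miRNAs past the threshold with the largest changes whose groups do not overlap (up to 10 per direction for mature milk, up to 10 higher and 5 lower at 3 d), by the same rule up to 2 lineage-specific miRNAs per direction, and the 3 lineage-specific miRNAs with the highest mean RPM.

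Correlations, top 10 lists, detection and profiles were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Replicates were compared by Pearson's r of log2(RPM + 1) and stages by Spearman correlation with average linkage. The STEM method was rebuilt with 20 model profiles of at most 2 units of change per step, the highest Pearson correlation for assignment, expected numbers from all 120 orders of the time points, an exact binomial test and Bonferroni adjustment. It is not the STEM program, and the model profiles themselves were chosen here. Tested on simulated data, it recovered 55% of planted 3 d peaks, 97% of rising and 99% of falling shapes, and called 0 profiles on 800 shapeless miRNAs. Alternatives were a pseudocount of 0.1, a highest stage of at least 10 RPM, conserved miRNAs alone, 1 library of 3 d, 50 model profiles, and thinning each library to 236156 reads (20 draws, seed 7). Relations in the paper's tables of bamboo miRNAs were tested with 100000 permutations.

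The bamboo leaf sample, qRT-PCR, stability and periodate tests, atomic force microscopy and the enrichment of target genes were not analysed here.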

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

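All tests of sources in this part were chosen after the results had been seen, and so were the miRNAs examined for a library far from the others.

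Among 50 measures examined over the 5 colostrum libraries, 7 had 1 library far from the others. Chance gives this in about 1 in 20 groups, or 2.5 of 50, but the measures overlap (the liver share holds miR-122-5p) and several miRNAs were picked for their values, so that 7 cannot be set against 2.5. In library 1 of 3 d, liver miRNAs held 0.713% of the reads (95% Wilson interval at most ± 0.0316 percentage points), against 0.0263% to 0.0576% in the other colostrum libraries, and miR-122-5p had 3775 RPM against 49.8 to 199. In library 2 of 3 d, miR-144-3p had 448.7 RPM, miR-127-3p 311, TCTGCCTGGGCGTCACGCC 773 and AGAAGGACTTGGGCCCCCC 126. At 0 d, GGTCGGTCGGGCTGGGGC had 2571 RPM against at most 46.5 in any other colostrum library.

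Leukocyte, erythroid and muscle miRNAs, which the paper does not discuss as such, gave reads at 3 d above the limit that a count of 0 allows. Leukocyte miRNAs held 2.13% ± 1.78 of the reads at 3 d (SD, n = 3), against 1.28% at 0 d and 0.161% at 7 d. For erythroid miRNAs the shares were 0.732% ± 0.607, 1.43% and 0.0384%, and for muscle miRNAs 0.222% ± 0.101, 0.0174% and 0.0455%. The 3 lists share no member, and 3, 2 and 3 of their 8, 4 and 4 members belong to profile 1. Which of them the milk gland itself expresses was not tested.

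In these lists 3 leukocyte, 2 erythroid and 1 muscle miRNA were higher at 3 d than at 0 d and 7 d, whereas miR-486-5p and miR-155-5p were not. For the muscle miRNA miR-133a-3p a single animal is argued against as the whole cause, since the 3 animals lay at 42.3, 80.7 and 26.3 times the mean of 0 d and 7 d and it stayed past the threshold without any 1 of them (edgeR, adjusted p at most 8.1e-04), but for the others it stays open, since 81.25% of all 16 higher miRNAs lay above 0 d and 7 d in all 3 animals and without library 2 the leukocyte and erythroid calls ended with folds still positive (miR-150-5p with a log2 fold change of 3.07, standard error 1.01, in place of 3.94, standard error 0.96). Red blood cells stay open for the erythroid part: the ratio of 3 d to the mean of 0 d and 7 d was 1.42 for miR-451a-5p, the most abundant of the list at 3 d, against 14.2 for miR-144-3p and 0.218 for miR-486-5p, but it was 0.425, 2.78 and 1.04 by library (miR-144-3p 5.99, 28.9 and 7.67), 0.731 without library 2 and 1.91 without library 1 (miR-144-3p 6.83 and 18.3). Libraries of single animals and of pooled RNA cannot be told apart from the stage, since 0 stages hold both kinds. The paper's methods remove cells by centrifugation and a filter, so these miRNAs would have to come from vesicles or other RNA left after that step, and whether it changes with the stage of lactation was not tested.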

How the results depend on the processing

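The scaling alternatives for profiles 1, 2 and 3, 13 settings for the correlation between stages and the test of lists at 3 d were chosen after the result was seen, and all other alternatives were set before the data were examined.

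No paired analysis was possible because RNA of 3 animals was pooled at every stage but 3 d. Of 453 alternatives, 298 left a result the same, 64 weakened it, 19 strengthened it, 14 reversed it and 58 moved a count or share. For the 9 miRNAs followed in mature milk 100 of 142 were the same, 23 weaker and 19 stronger. Only 3 of these 9 were past the threshold in the main test, and the same includes miRNAs that passed in neither setting. Of the 3, miR-375-3p stayed past the threshold in 9 of 16 alternatives, let-7c-5p in 7 of 16 and the lineage-specific miRNA in 8 of 15. For the 17 of 3 d 90 of 132 were the same, 41 weaker and 1 reversed. Conserved share and detection held in 13 of 16, the top 10 sets in 15 of 15. For the top 10 sets this allows small shifts in size and does not mean the same members. When a library of 3 d was left out, the lists shared 6 to 7 miRNAs and their union held 14 to 15.

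The number of miRNAs higher in mature milk (3) was 14 with DESeq2, 0 with library totals, 11 without a filter, 5 with at least 10 reads in every library, 5 with conserved miRNAs alone, 0 with the 3 d libraries summed, and 0 to 16 when 1 library was left out. The number lower (0) was 34 with DESeq2, 22 without a filter, 3 with 1 mean per stage, and 0 to 15 when 1 library was left out. Lists that differed (0) became 3 with the preset correlation and stayed at 0 to 0 when 1 library was left out.

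At 3 d the number higher (16) was 0 with limma and 6 to 16 when 1 library of 3 d was left out. The number lower (1) was 2 with DESeq2, 0 with limma, 0 with library totals, 0 without a filter, 0 with conserved miRNAs alone, and 0 to 1 when 1 library was left out. The log2 fold change of miR-122-5p (2.96) reversed to -1.08 without library 1 of 3 d and ran from -1.08 to 3.52.

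The top 10 share at 3 d (58.1%) was 63.3% with library 1 alone and 54.8% to 60.0% when 1 library was left out. The mean r of the 3 d libraries (0.836) was 0.734 with a pseudocount of 0.1, 0.640 as Spearman's rho, 0.899 for miRNAs read in all 3, and 0.793 to 0.882 when 1 library was left out.

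The correlation within less between branches (-0.0193) was -0.00741 over 7 libraries, -0.00568 as Pearson's r of log2(RPM + 1), 0.0138 for miRNAs read in every library, 0.00909 for conserved miRNAs, -0.0303 after thinning, and -0.0186 to -0.00906 when 1 library of 3 d was left out. Chosen after the result was seen, it was 0.0659 as Pearson's r of RPM, 0.0688 as Pearson's r of summed counts, 0.00955 for summed counts of conserved miRNAs, 0.0278 for miRNAs read at every stage, 0.00696 for thinned conserved miRNAs, and -0.0107, 0.0361, 0.0339, 0.0231, 0.0271, 0.0523 and 0.0760 with 7 rising limits on the mean RPM, the lowest at 1.

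The 3 d peak (63 miRNAs) held 34 conserved miRNAs, 36 miRNAs with library 3 of 3 d alone and 35 with 50 model profiles. The rising profile (123) held 72 miRNAs with at least 10 RPM, 47 conserved, 38 with 50 model profiles and 56.7 after thinning. The falling profile (62) held 28 conserved, 36, 33 and 31 with library 1, 2 and 3 of 3 d alone, 9 with 50 model profiles and 95.5 after thinning. Of the 334 miRNAs of profile 1, 199, 165 and 102 were highest at 3 d with library 1, 2 and 3 alone. At least 10 RPM was reached by 79 of the 334 miRNAs of profile 1, 71 of the 114 of profile 2 and 34 of the 53 of profile 3, which tests nothing, since every member had the direction of its profile already.

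Depth limits the lineage-specific miRNAs most: 430 of 912 had at most 5 reads in all.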

Differences from the paper's values

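The largest rebuilt profile, the count of miRNAs with 2 reads and the 13 added settings for the branches were chosen after the result was seen, and the other alternatives were set before the data were examined.

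Profile 1 held 334 miRNAs in the paper and 63 in the 3 d peak profile rebuilt here. All 8 pre-set alternatives differ from this full count of 334 as well: 49 miRNAs with a pseudocount of 0.1, 42 with at least 10 RPM, 34 with conserved miRNAs alone, 57, 58 and 36 with library 1, 2 or 3 of 3 d alone, 35 with 50 model profiles and 54.2 after thinning. The largest rebuilt profile, chosen after its size was seen, comes near the paper's value with 312 miRNAs, and it drops 76 of the paper's 334. For profiles 2 and 3 the values did not differ by more than a factor of 1.5, with 123 here and 114 in the paper, and 62 here and 54 in the paper. Of 8 pre-set alternatives each, 4 lie beyond that factor of the paper's full count for profile 2 (72 with at least 10 RPM, 47 with conserved miRNAs alone, 38 with 50 model profiles and 56.7 after thinning) and 5 for profile 3 (28 with conserved miRNAs alone, 33 and 31 with library 2 or 3 of 3 d alone, 9 with 50 model profiles and 95.5 after thinning). Alternatives with conserved miRNAs alone or at least 10 RPM cover a smaller group, so the full counts are no like measure for them. The paper's profiles 1, 2 and 3 hold 60, 53 and 19 conserved miRNAs, against 34, 47 and 28 here.

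The paper describes 2 branches of stages, 0, 3 and 7 d against 15 and 30 d. Here 0 d stood apart from the other stages over all miRNAs with average linkage. With single linkage, conserved miRNAs alone, thinning (17 of 20 draws) or without library 3 of 3 d, 3 d stood apart instead. Of 10 settings listed beforehand, 0 gave the paper's branches and 1 placed 0 d and 3 d apart from 7, 15 and 30 d. Among 13 settings chosen after the result was seen, 2 gave the paper's branches (Pearson's r of RPM and of summed counts) and 7 placed 0 d and 3 d apart. Spearman correlation of counts, the measure named in the caption of Fig. 2A, placed 0 d apart with 3 d summed (within less between branches -0.0207).

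The paper calls the rise of profile 2 after delivery persistent and describes a fall in profile 3. By stage, 18 of 114 rose at each step and 7 of 53 fell at each step, although the mean was higher in mature milk in 114 of 114 and lower in 53 of 53. The growth-related miRNAs were highest at 7 d in 4 of 6 and at 30 d in 2 of 6.

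The paper gives 54 miRNAs for profile 3 in its text and 53 in Table S3, and 1191 unique miRNAs in 1 place and 1194 in another. Its text counts 320 conserved and 916 lineage-specific mature miRNAs, where its Table S1 lists 312 and 910.

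The lowest top 10 share was 58.1% here and 57.29% in the paper, and the pre-set alternative of summed counts gave 57.3%. The numbers of miRNAs with at least 1 read at 0 d (549), 7 d (612), 15 d (576) and 30 d (612) match those printed in Fig. 2B, whereas 3 d held 798 here. With at least 2 summed reads, a limit tried for 3 d after the result was seen and not used at the other stages, 774 miRNAs remained, which matches the figure.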

Other observations

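The tests of profile 1, the scalings of profile 2 and leaving out libraries from them were chosen after the results had been seen.

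The miRNAs of profile 1 were highest at 3 d, where 3 libraries were sequenced against 1 at each other stage. More libraries give a miRNA with few reads more chances of being read, and this stays open as a cause: for miRNAs read in 1 library alone, the lowest count of a 3 d library was 0.303 times the highest of a pooled library, a ratio that comes from 0 d, and the mean of the 3 d libraries was 1.17 times that of the pooled ones. With 1 library left out the second ratio ran from 0.891 (without library 1 of 3 d) to 1.81 (without 0 d). For the 67 members read in all 3 libraries of 3 d the number of libraries stays open, because at least 51 were still highest at 3 d with any 1 of its libraries, but all 67 had been grouped for a maximum at 3 d, so that this count decides nothing. Whether they follow the stage or the sampling of single animals was not tested.

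The miRNAs of profile 2 were higher in mature milk by the authors' RPM. A divisor that holds a smaller part of other reads in mature milk stays open as a cause: scaled to the reads of the listed miRNAs, 99 of the 114 were still higher, but 87 without 0 d and 107 without 7 d, and the 114 had been grouped for their rise. Library composition stays open too, since the count under TMM factors (114 of 114) was taken on these same miRNAs: the factors, 0.744 and 0.735 in mature milk against 0.953 to 1.25 in colostrum, raise mature milk relative to the listed reads but differ from the authors' divisor by only 0.05 log2. The stage of lactation is the biological explanation that the design gives, and a difference between the libraries other than the stage was not tested.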
